# Oviductal Transcriptome Is Modified after Insemination during Spontaneous Ovulation in the Sow

**DOI:** 10.1371/journal.pone.0130128

**Published:** 2015-06-22

**Authors:** Rebeca López-Úbeda, Francisco A. García-Vázquez, Raquel Romar, Joaquín Gadea, Marta Muñoz, Ronald H. F. Hunter, Pilar Coy

## Abstract

Gene Expression Microarray technology was used to compare oviduct transcriptome between inseminated and non-inseminated pigs during spontaneous oestrus. We used an *in vivo* model approaching the study from a physiological point of view in which no hormonal treatment (animals were in natural oestrus) and no artificial sperm selection (selection was performed within the female genital) were imposed. It is therefore emphasised that no surgical introduction of spermatozoa and no insemination at a site other than the physiological one were used. This approach revealed 17 genes that were two-fold or more up-regulated in oviducts exposed to spermatozoa and/or developing embryos and 9 genes that were two-fold or more down-regulated. Functional analysis of the genes revealed that the top canonical pathways affected by insemination were related to the inflammatory response and immune system (Network 1) to molecular transport, protein trafficking and developmental disorder (Network 2) and to cell-to-cell signalling and interaction (Network 3). Some of the genes in network 1 had been previously detected in the oviduct of human and animals, where they were over-expressed in the presence of spermatozoa or pre-implantation embryos (*C3*, *IGHG1*, *ITIH4*, *TNF* and *SERPINE1*) whereas others were not previously reported (*SAA2*, *ALOX12*, *CD1D* and *SPP1*). Genes in Network 2 included *RAB1B* and *TOR3A*, the latter being described for the first time in the oviduct and clearly expressed in the epithelial cells of the mucosa layer. Network 3 integrated the genes with the highest down-regulation level (*CYP51*, *PTH1R* and *TMOD3*). Data in the present study indicate a change in gene expression during gamete encounter at the site of fertilization after a natural sperm selection within the female genital tract. These changes would indicate a modification of the environment preparing the oviduct for a successful fertilization and for an adequate embryo early development.

## Introduction

The oviductal transcriptome has attracted special interest in recent years because subtle changes in gene expression around the time of fertilization or shortly thereafter could be related to infertility, abnormal development or even health problems in adulthood [1]. The development of analytical tools such as microarrays has enabled to generate a complete database for transcript changes in the oviduct at fertilization time [2]. To date, various studies have analysed changes in specific oviductal transcripts under different experimental conditions [3–8]. By contrast, a body of work in different species has focused on the endometrial response to the presence of young embryos [9–14].

The pig is a species of great commercial interest in which the development *in vitro* of assisted reproductive technologies is held back by its susceptibility to extensive polyspermy upon *in vitro* fertilization compared with other species [15,16]. This differs dramatically from *in vivo* fertilization which is highly efficient due to the effectiveness of a series of natural barriers to polyspermy [15,17]. For this vital reason amongst others, increased knowledge of molecular pathways in the oviduct contributing to successful fertilization could lead to a significant advance in developments for the commercial exchange of porcine *in vitro* produced embryos or for biomedical purposes (e.g. transgenesis, cloning or xenotransplantation).

Previous studies have described the proteomic changes in the pig oviduct mediated by the presence of gametes in genital tracts collected at slaughterhouses [18] or in animals undergoing surgical intervention [8,19], but there is still a lack of information concerning the complete transcriptomic profile of this organ in fertile sows in conditions close to physiological. The hormonal induction of ovulation, used in some experimental designs, alters the physiological pathways leading to gamete encounter and a number of immature oocytes can be found in the oviductal ampulla after such treatments [20–22]. Direct insemination of spermatozoa into the pig oviduct produces polyspermy [23,24] and surgical interventions can induce inflammatory responses, thus altering the transcriptome of a specific tissue [25], leading to erroneous or contradictory outcomes when experimental designs involving some of these processes are used.

Although specific targeted genes have been analysed by real time quantitative polymerase chain reaction (RT-qPCR) [8], and microarray technology has been used recently in one experiment involving surgical insemination of sex-sorted spermatozoa directly into the oviduct [19], no data are available concerning the effect of gametes or zygotes during the very early stages of fertilization on the porcine oviductal transcriptome in conditions resembling physiological situation. The question therefore arose as to whether the meeting of male and female gametes in the oviduct could influence the transcriptome.

The objective of this study was to investigate differences in oviductal transcriptome between inseminated and non-inseminated pigs during spontaneous oestrus in a specific area of the oviduct (ampullary-isthmic junction). We decided to analyse this specific part of the oviduct where spermatozoa released from sperm reservoir arrive close to the time of ovulation because it is where fertilization and zygote formation occurs [26].

We used an *in vivo* model approaching the study from a physiological point of view in which no hormonal treatment (animals were in natural oestrus) and no artificial sperm selection (selection was performed within the female genital tract after cervical sperm deposition) were imposed. It is therefore emphasised that no surgical introduction of spermatozoa and no insemination at a site other than the physiological one were used. The principal tool used to achieve our objective was the Porcine Gene Expression Microarray (ID 026440, Agilent Technologies, Madrid, Spain).

## Materials and Methods

### Animals

This study was carried out in strict accordance with the recommendations in the Guiding Principles for the Care and Use of Animals (DHEW Publication, NIH, 80–23). The protocol was approved by the Ethical Committee for Experimentation with Animals of the University of Murcia, Spain (Project Number: 11996/PI/09). Surgery was performed under analgesic and anaesthetic protocols [27], and all efforts were made to minimize suffering.

Ten cyclic commercial hybrid sows Landrace x Large White were kept under standard conditions of housing and feeding. All were in lactation at the same time and no hormonal induction or surgery (before obtaining the samples) was performed in the animals of this study.

### Oestrous detection, artificial insemination and tissue collection

The animals were weaned on day -4 (Fig 1A). Five animals were artificially inseminated (AI) ≈10 hours after showing signs of standing oestrus (day -1 or 0; Fig 1A), whereas the remaining 5 were not inseminated (Control). Previous ultrasonographic scanning was performed to ensure the presence of growing follicles (8–12 mm diameter) in both ovaries. A diagram of the experimental design is shown in Fig 1A and animal data sheet is shown in Fig 1B.

**Fig 1:**
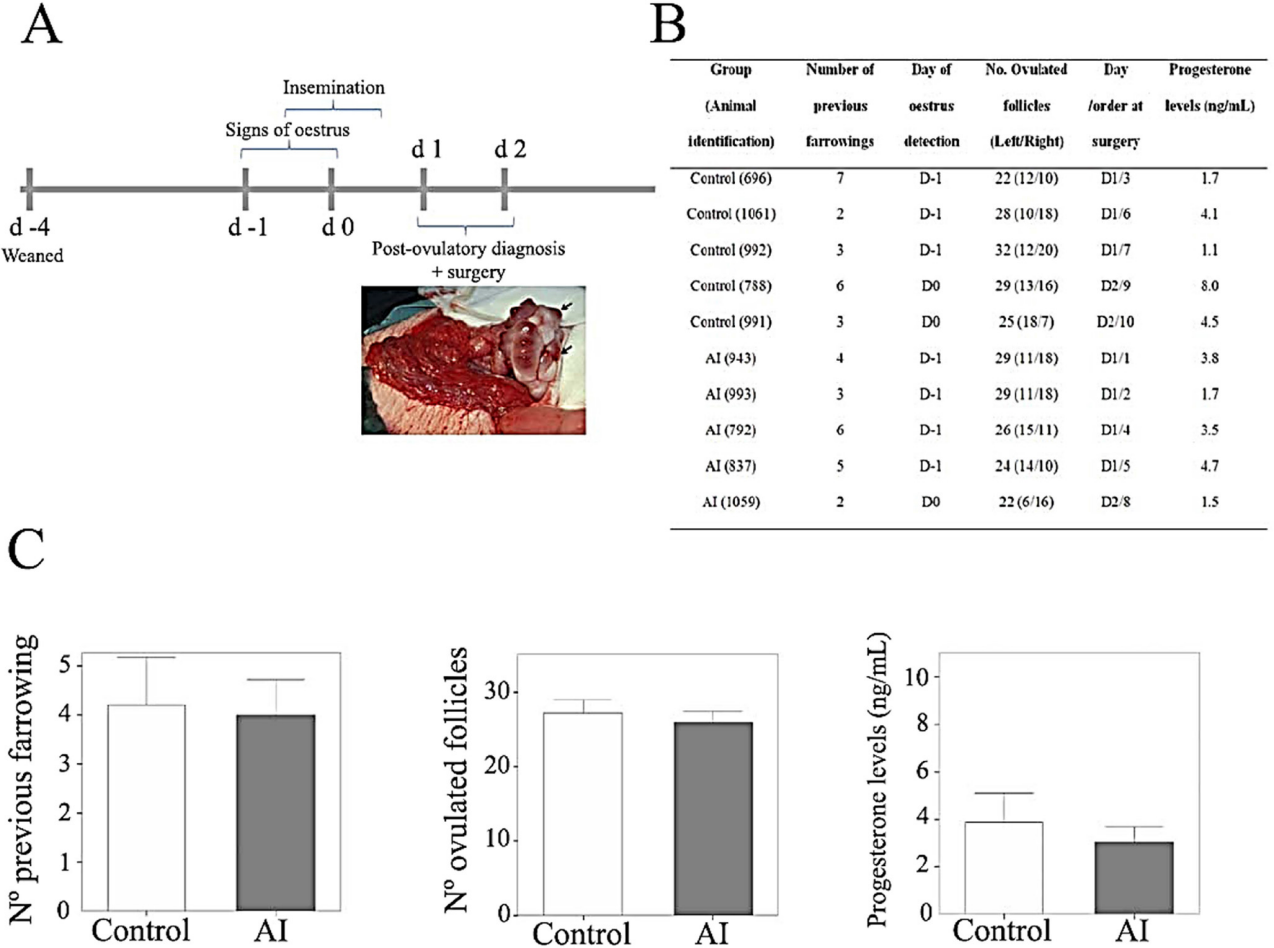
(A) Representative diagram of the experimental protocol for the recovery of the oviductal tissue samples and image of the left ovary of sow number 5, showing the recently ovulated follicles as corpora haemorrhagica (arrows). **(B)** Animal dataset. **(C)** Comparative histograms of physiological data for inseminated and non-inseminated animals.

Inseminations were performed with seminal doses from mature hybrid boars of proven fertility. Fresh semen diluted in 100 ml of Beltsville Thawing solution (BTS, [28]) at a concentration of 3 x 10^7^ spermatozoa/ml was used.

Animals were diagnosed as post-ovulatory when no large follicles were observed by ultrasonography (on day 1 or 2), ensuring that ovulation had occurred before removing the oviducts. Then, animals were subjected to sedation and anaesthesia in order to perform a mid-ventral incision and expose the genital tract. The ovaries were photographed, the number of recently-ovulated follicles was recorded (Fig 1B and 1C), and the oviducts were removed no more than 20 minutes after sedation. No differences between inseminated and control groups were found for the number of previous farrowings, the number of ovulated follicles nor for progesterone concentrations (Fig 1C; p> 0.05). These data are similar to those detected in previous studies by other authors [29,30].

Complete oviductal tissue samples from the ampullary-isthmic junction (sample size >1cm including the end of the ampulla) were taken and immediately frozen in liquid nitrogen for mRNA extraction, cDNA reverse transcription and further study by microarray. Oviductal flushing was not performed to avoid transcriptome alteration. Tissue samples were fixed immediately after collection in Bouin’s solution for the immunohistochemical assay. Blood samples were also taken in order to determine the systemic oestradiol and progesterone concentrations for each animal (Fig 1B), using a chemoluminescence immunoassay of microparticles (ARCHITECT, Abbot, IL).

### RNA isolation

Total RNA was extracted using the ‘TRIzol method’ according to the protocol recommended by the manufacturer (Life Technologies Inc., Gaithersburg, MD). The quantity and quality of the RNA samples were analysed with ARN 6.000 NanoLabChip kit and the Agilent 2100 Bionalyzer (Agilent Technologies, Santa Clara, CA) respectively. Values of RNA integrity number (RIN) in analysed samples ranged from 6.5 and 8.5, and only those samples with RIN > 7.0 were used for microarray analysis.

### Microarray analysis

Equal amounts of total RNA (300 ng) from samples of the oviducts of each animal were used. All the samples were hybridized in the Porcine Gene Expression Microarray (ID 026440 Agilent Technologies, Madrid, Spain) which encompassed 43,803 probes. Protocols for sample preparation and hybridization of the oviductal samples were adaptations of those in the Agilent Technical Manual. In brief, first strand cDNA was transcribed from 300 ng of total RNA using T7-Oligo (dT) Promoter Primer. Samples were transcribed *in vitro* and Cy-3-labelled using a Quick-AMP labelling kit (Agilent Technologies, Madrid, Spain). The synthesis yielded 10–15 μg of cRNA. Following a further clean-up round (Qiagen), the cRNA was fragmented into pieces ranging from 35 to 200 bases in size, and confirmed using Agilent 2100 Bioanalyzer technology. Fragmented cRNA samples (1.65 μg) were hybridized onto chips by incubating for 17 h at 65.8°C with constant rotation, followed by a two-step microarray wash of 1 min in two buffers (Agilent Technologies, Madrid, Spain). Hybridized microarrays were scanned in a GenePix 4100A scanner (Molecular Devices, Sunnyvale, CA).

The Gene Pix Pro 6.0. software was used for array image analysis and for the calculation of spot intensity measurements, which were considered to be raw data. Statistical analysis was performed using BioConductor for R with the packages Linear Models for Microarray data (LIMMA), Marray, pcaMethods, EMA and RankProd. The data were analysed by subtracting the background using the “Normexp” method, from the LIMMA package, with an offset of 10. Finally they were normalized by the “quantile” method form the same LIMMA package. Cut-off values were set to a two-fold difference in expression values and a false discovery rate of 1%. Identified probe sets were compared with published sequence databases using the basic local alignment search tool at the National Centre for Biotechnology Information (http://www.ncbi.nlm.nih.gov/blast/blast.cgi). If a gene was identified in the results by more than one probe set, the mean fold change was calculated.

All results from microarray analysis were submitted to Gene Expression Omnibus database with the accession number GSE68148.

### Ingenuity pathway analysis

To integrate our results into a more general model, differentially expressed transcripts classified according to Gene Ontology (GO) and functional associations were investigated using the Ingenuity Pathway Analysis software (IPA, Ingenuity Systems, Redwood City, CA). As indicated, only genes with a fold change >2 (at least in one of the probe sets where the gene was identified) were included. Moreover, Osteopontin (*SPP1*) with a fold change of 1.47 was also included in the Ingenuity analysis because previous studies had shown its specific role in porcine fertilization [31].

### Microarray validation by Real-time RT-PCR

The relative expression levels of eight selected genes in the total RNA from the oviduct were determined by real-time RT-PCR using specific primers for each gene (Table 1): torsin 3A (*TOR3A*), Ras-related protein Rab-1B (*RAB1B*), arachidonate 12-lipoxygenase (*ALOX12*), glutathione S-transferase alpha 1 (*GSTA1*), complement component 3 (*C3*), inter-alpha-trypsin inhibitor heavy chain family, member 4 (*ITIH4*), Osteopontin (*SPP1*) and tropomodulin 3 (*TMOD3*). *β-actine* and *GADPH* genes were used as control for the data normalization. The qPCR experiment was performed as follows. First, the retrotranscription reaction was made using MultiScribe Reverse Transcriptase (Life Technologies, Inc.) and 1 μg of complete RNA. After this, the qPCR was completed in a StepOne Thermal Cycler (Applied Biosystems, Foster City, CA) using the 5x HOT FIREPolEvaGreenqPCR Mix Plus (Solis BioDyne, Tartu, Estonia), with SYBR Green and normalizing with ROX. The Cts values were obtained from the OneStep Software. The genomic DNA contamination was abolished using a DNAse treatment and oligonucleotides designed with their sequence interrupted by intronic regions. The Cts values were analysed by statistical software, comparing the average between inseminated and non-inseminated samples, and obtaining the fold change values. The p-value was calculated between both groups and in all cases the significance was statistically relevant (p-value < 0.05).

**Table 1:** Primer sequences used to amplify specific fragments of porcine transcripts.

Gene symbol	Gene Bank accession	PCR-product (bp)	Melting point (°C)	Forward Primer sequence	Reverse Primer sequence
*TOR3A*	AK395388	110	83.7	CAT CTT TCT TTT TCT CAG TAA CCT T	GGC TCC AAA TTT TCC ATC CT
*RABB1*	BX916033	68	82.2	TGGCATCATCGTGGTGTATGA	CCTGCAGCCACTGCTTCA
*ALOX12*	NM_213931	97	84.7	CAGGCTTGGTGTCGAGAGTT	AGTGGCAGAGCTGTTCCTTG
*GSTA1*	NM_214389	79	80.0	GATTAAATAAAGCCGGCTGAGTGT	GGTCAAGCAGTTGATTGATAGCA
*C3*	NM_214009	85	83.3	CGCCACCAACAGACTCTAACG	CCTGGAGGCCAGTCTTCAAG
*ITIH4*	NM_001001537	112	83.5	GAGTGGTCAACAAGGGCAGT	CCTGGGTAGGTCACACCATC
*SPP1*	NM_214023	78	82.9	GGACACGGACTCCGAGGAA	TCGGATTCATCGGAGTGATG
*TMOD3*	NM_214294	70	78.8	CTCAACAGGGACCTCGAACC	CGCCTCTTGCGAACTAAGTC

### Immunohistochemistry

Torsin family 3, member A (TOR3A) and GSTA1 protein expression were analysed immunohistochemically in the oviduct. The oviductal tissue samples were fixed immediately after collection in Bouin’s solution for 24 h and washed in 75% v/v methanol for 48 h. Samples were then dehydrated, embedded in a paraffin block, sectioned transversely to a thickness of 10 μm and mounted on poly-L-lysine coated slides. Tissues sections were dewaxed in xylene three times and rehydrated in a series of solutions of graded ethanol concentrations (100%, 95% and 70%) followed by distilled water. Antigen retrieval was performed by boiling the sections in citrate buffer (pH 6) for 30 minutes. To block endogenous peroxidase activity, the sections were incubated for 20 min in 80% methanol solution containing 2% hydrogen peroxide. After washing with TBS-Tween, sections were then incubated for 90 min in 6% normal goat serum (TBS-Tween) at room temperature to saturate any sites for nonspecific binding of proteins. Sections were incubated with anti-TOR3A (PAG629Hu01, Uscn Life Sciences, Wuhan, China) or anti-GSTA1 (PAA609Hu01, Uscn Life Sciences, China) primary antibodies (1:100, in TBS-Tween) overnight at 4°C. TOR3A and GSTA1 immunolocalisation was established with the VECTASTAIN ABC kit (following the manufacturer’s instructions; Vector Laboratories, Burlingame, CA). Finally, the sections were visualized using 3,3-diaminobenzidine hydrochloride (DAB Kit, AbcamPlc, Cambridge, UK), counterstained with haematoxylin, dehydrated (70%, 95% and 100% ethanol), cleared through xylene twice for 5 min and mounted (Eukitt, Sigma, Madrid, Spain). Negative controls were performed following the same procedure without primary antibodies. Immunostained sections were examined using a Nikon Eclipse bright-field microscopy and captured by NIS-Elements Br Microscope Imaging Software 3.2 (Nikon, Tokyo, Japan).

Immunohistochemical quantification was performed with Leica QWin Pro program (S1 Fig). Each pixel from digital image consisted of a number between 0 (white) and 255 (black) representing the intensity of transmitted light or grey level at a point. Grey level was related with protein content (darkest corresponded to highest protein content).

### Oviductal fluid collection

Oviducts from animals (inseminated 24h before or non-inseminated) at the early luteal phase were obtained. The fluid was collected by mechanical aspiration using an automatic pipette [32]. A mean volume of 40 μl per oviduct was collected. The oviductal fluid was then centrifuged at 7,000 g for 10 min at 4°C in order to remove cellular debris. Supernatant was kept at -80°C until use. The oviductal fluid of a total of 6 animals per group (inseminated and non-inseminated) was collected and pooled in to two batches of 3 animals each.

### SDS-PAGE and western blotting

Protein concentrations of the samples were measured by the Bradford protein assay. Samples were re-suspended in Laemmli buffer, and boiled for 3 min. After centrifugation, 1 μl of β-mercaptoethanol was added to the samples, which were boiled again for 3 min. Finally, the samples were centrifuged (14,000 *g*, 5 min, 4°C). Eighteen μg of total protein were loaded per line and subjected to SDS-PAGE and electro-transferred to PVDF membranes. The membranes were blocked with 5% BSA (A-9647, Sigma-Aldrich, Madrid, Spain) in TBS containing 0.1% Tween 20 (T-TBS). The primary antibody (anti-TOR3A, PAG629Hu01, Uscn Life Sciences, Wuhan, China) was diluted 1:400 in T-TBS + 5%-BSA. TOR3A protein was detected by secondary antibody (Rabbit anti-goat-IgG-HRP, AP106P, Millipore) diluted 1:10,000 in T-TBS + 5%-BSA and developed using an enhanced chemiluminescence detection kit (ECLplus, Amersham, GE Healthcare) according to the manufacturer’s instructions.

## Results and Discussion

The oviduct plays an important role during the reproductive process. In many mammals but even more so in pigs, it provides of a series of natural barriers against polyspermy [16,17]. Fertilization is a highly synchronized process between male and female gametes, which takes place in a very specific area of the oviduct. In pigs, it occurs in the ampullary-isthmic junction [26]. Understanding the mechanisms that act during this time would be of great importance to advance assisted reproduction techniques. In this study, we offer a new physiological perspective and provide new insights in to local changes in gene expression that take place in the porcine oviduct around the time of fertilization (sperm arrival, sperm-oocyte interaction and zygote formation).

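RNA from the ampullary-isthmic junction of 5 inseminated and 5 non-inseminated sows was hybridized to single-colour porcine arrays, 1 array per sow. Sows are named as in the array labels, where AI stands before the number of every sow, inseminated or not. The authors corrected the spot intensities for background by normexp with an offset and normalized them by the quantile method, and the deposited values are log2 intensities of 45220 array features, control spots not being marked among them. A gene symbol was paired with 10290 of the features, which gave 4560 gene symbols, each taken as the mean of its features. Differences are given as the inseminated minus the non-inseminated mean on the log2 scale and were tested with limma in all 10 sows, with Benjamini-Hochberg adjustment over all features or all genes. Gene lists for the tissue and the processes at issue, and the tests of groups and lists with limma and camera, were fixed before the data were examined. The number of arrays limits the precision of each value.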

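No single transcript passed between inseminated and non-inseminated sows in limma after adjustment over all features, and the count by a rank product is given below. Transcripts of the structural protein ACTB and the glycolytic enzyme GAPDH, the reference genes of the RT-PCR, differed by -0.01 (standard error 0.15) and -0.01 (standard error 0.1). These signs turned with the highest-mean feature, with surgery day or progesterone as a term, in the sows of 1 surgery day or without single sows, within 0.17 of 0. Differences are compressed near the highest value of the arrays, 16, and within 0.1 of it lay every sow in 1 feature of ACTB, 4 and 4 of the 5 sows a group in another and 3 inseminated and 4 non-inseminated sows in 1 feature of GAPDH. No feature passed a 2-fold difference together with a false discovery rate of 1% in limma, and none passed a rate of 5%, the smallest adjusted p being 0.9998. At an unadjusted p under 0.05 there were 1525 features, 939 higher and 586 lower in inseminated sows, where 2261 would be reached by chance alone. A rank product, a method of a package that the methods also name, gave 23 features past a 2-fold difference at a percentage of false prediction under 1%, 20 higher and 3 lower, and an equal-variance test per feature gave 0 after adjustment. Of simulated features shifted by 1 (log2) in arrays of the same size and spread, limma recovered 73% at a rate of 5%. The simulated noise was Gaussian and independent between features, and the shifted features were drawn from all features. This share therefore need not hold for genes of wide spread. The rank product called 355 features at a percentage under 5% in simulated arrays without any shift when each feature had its own spread. At that cut-off, which has no fold minimum, it called 62 features in the real arrays. As many as the 23 features were reached in 44 of 100 splits of the sows, the real one included.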

When microarray analysis was performed (Fig 2), the data analysis revealed a total of 126 genes differentially expressed (0.28% of the 43803 transcripts analysed), between the inseminated and non-inseminated sows. 

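Genes of immunity, detoxification, the cytoskeleton and development were among those with a 2-fold difference in mean level. SLA-3, a classical MHC class I molecule, was higher in inseminated sows by 1.18 (standard error 0.42) and C3, the central complement component, by 1.13 (standard error 0.47). The calcium-binding protein PVALB was higher by 1.08, the transcription factor subunit GTF3C4 by 1.63 and the detoxifying enzyme GSTA1 by 1.33. TMOD3, which caps actin filaments, differed by -1.61 (standard error 0.31), the membrane ligand EFNB2 by -1.5, the homeobox gene HOXA13 by -1.7, PRTG by -1.2, SECISBP2L by -1.16, the sperm protamine PRM2 by -1.14 and the neural transcription factor POU3F4 by -1.35. None of these 12 genes passed adjustment over all genes, each with an adjusted p of 0.999 from limma.

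Several of these differences came from a single animal. Without inseminated sow AI1059 the difference of GTF3C4 was 0.05, and without sow AI837 that of PVALB was 0.39. Without non-inseminated sow AI1061 the differences of EFNB2, PRTG, SECISBP2L and PRM2 were -0.29, -0.11, -0.1 and 0.02, and that of GSTA1 was 0.62. Without sow AI992 HOXA13 differed by -0.21, and without sow AI696 POU3F4 differed by 0.04. Without inseminated sow AI792 SLA-3 and C3 differed by 0.82 and 0.75. Of 6 measured homeobox developmental regulators, 4 were higher and 2 lower in mean, none passed adjustment over all genes or adjusted over the list alone, and the list had an adjusted p of 0.453 from camera and of 0.563 with an estimated correlation. Its median of 0.14 and its mean of -0.3 differ in sign, with TSHZ2 at 0.32, MSX1 at 0.2, HOXA13 at -1.7 and DLX5, a homeobox regulator of skeletal and craniofacial development, at -0.93. In all, 158 features had a 2-fold difference, 82 higher and 76 lower, and 47 of them an unadjusted p under 0.05, 34 higher and 13 lower, or 77 without sow AI1061. At gene level 15 genes had a 2-fold difference, 8 higher and 7 lower, 118 genes had an unadjusted p under 0.05 and 0 passed a rate of 5% in limma.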

Setting the fold change to 2, 26 identified differentially expressed genes (DEGs) were selected. 

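SPP1, the secreted phosphoprotein osteopontin, was among the strongly expressed transcripts of this tissue. Its level was 14.73 ± 0.629 (SD, n = 5) in inseminated and 14.12 ± 1.59 (SD, n = 5) in non-inseminated sows. The difference of 0.61 (standard error 0.66) was smaller than the spread among non-inseminated sows (exact permutation test, two-sided, p = 0.452). Each of its 4 features was higher in mean in inseminated sows, and each had at least 1 sow within 0.1 of the highest value of the arrays, 16, so that the size of the difference is uncertain. Without sow AI788 the difference was 0.21, and among the 7 sows operated on day 1 it was -0.39, with sows AI696 and AI992 at 15.72 and 15.95.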

Only one gene (SPP1) with a fold change lower than 2 (1.47), was included in our analysis given its importance in reproduction (Fig 2). 

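All genes of both tables that could be traced to a feature differed in the direction the tables give. These were 12 genes of Table 2, all higher in inseminated sows, and 5 of Table 3, all lower. Since the study chose these genes on the same samples, this count is not independent evidence of their direction. The filament-capping protein TMOD3 was lower in each inseminated sow than in every non-inseminated sow, at 7.368 ± 0.0641 (SD, n = 5) against 8.978 ± 0.783 (SD, n = 5), with the smallest p that 5 sows against 5 allow (exact permutation test, two-sided, p = 0.00794). It was also the 1 gene of the 17 with an adjusted p under 0.05 over this list alone (adjusted p = 0.00528 from limma). As the list was chosen on these samples, this is no independent test either, and none of the 17 passed over all genes. Only 1 feature read TMOD3, so that no other feature could be compared with it. TMOD3, SLA-3, C3 and the transport GTPase RAB1B had an unadjusted p under 0.05 from limma. The teashirt zinc finger gene TSHZ2, traced by its symbol to a feature whose identifier is not that of the paper's table, was higher by 0.32 (standard error 0.17), and SLC5A5, the iodide transporter of the thyroid, differed by -0.79 (standard error 0.37), or -0.45 without sow AI992. The homeobox gene DLX5 had a standard error of 0.75 and ran from -1.53 without sow AI991 to -0.47 without sow AI792.

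Most of these genes were read by several features, and in 6 of them 1 feature carried a 2-fold difference alone. The carrying features of RAB1B, ALOX12 and ITIH4 differed by 2.84, 1.37 and 1.05, and their other features by medians of 0.08, 0.25 and -0.09. For CYP51, PTH1R and SLC5A5 the carrying features differed by -1.66, -1.65 and -1.11 and the others by medians of -0.2, 0.03 and -0.47. With the feature of the highest mean in place of the mean over features, PTH1R differed by 0.03, and the differences of SLC5A5 and DLX5 turned upward among the sows of day 2, 1 inseminated against 2. The carrying feature of RAB1B lay under the 1st percentile of all values, 6.14, in 2 inseminated and 5 non-inseminated sows, that of PTH1R in 5 and 3, that of SLC5A5 in 5 and 2, that of CYP51 in 2 and 0 and the feature of DLX5 in 3 and 1. The largest features of B4GALT4 and TNF lay there in 0 and 2, so that the sizes of these differences are uncertain.

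**Figure D1:**
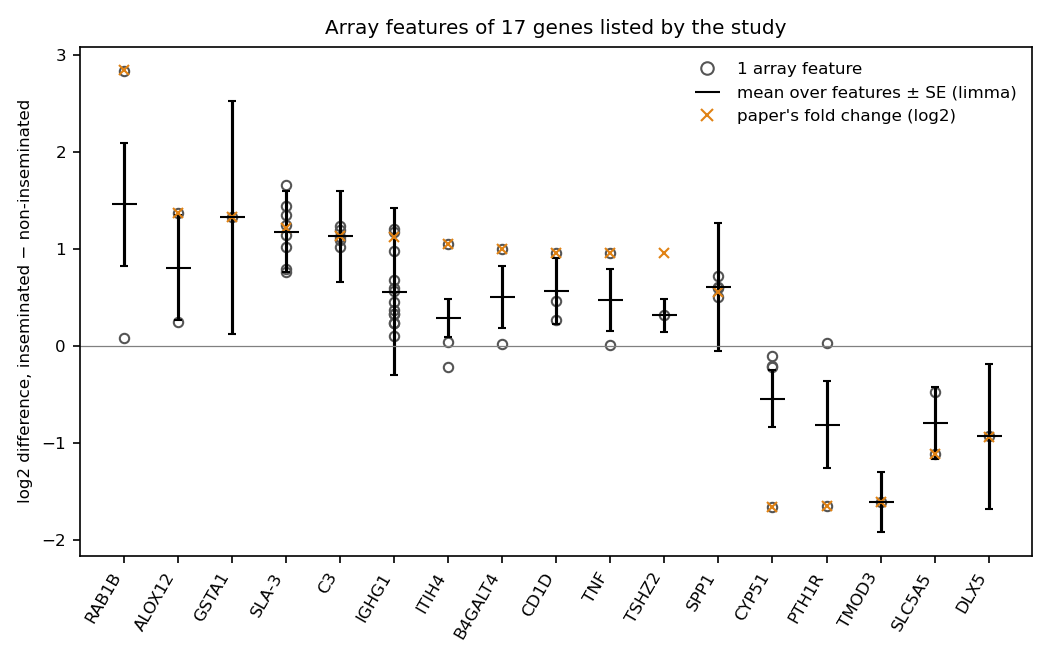
Difference between inseminated and non-inseminated sows (log2) for the 17 genes of Tables 2 and 3 that could be traced. Open circles are single array features, black bars the mean over a gene's features with the standard error from limma, and crosses the paper's fold changes on the log2 scale. For RAB1B the features lie at 2.84 and 0.08.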

To integrate our microarray results into a more general model, these genes, 17 up-regulated (65.4%) (Table 2) and 9 down-regulated (34.6%) (Table 3), were classified according to Gene Ontology (GO) and their functional associations were further investigated using the Ingenuity Pathway Analysis (IPA). From this analysis, 3 networks (Figs 3–5) with a score of 27, 18 and 10 respectively were obtained.

**Fig 2:**
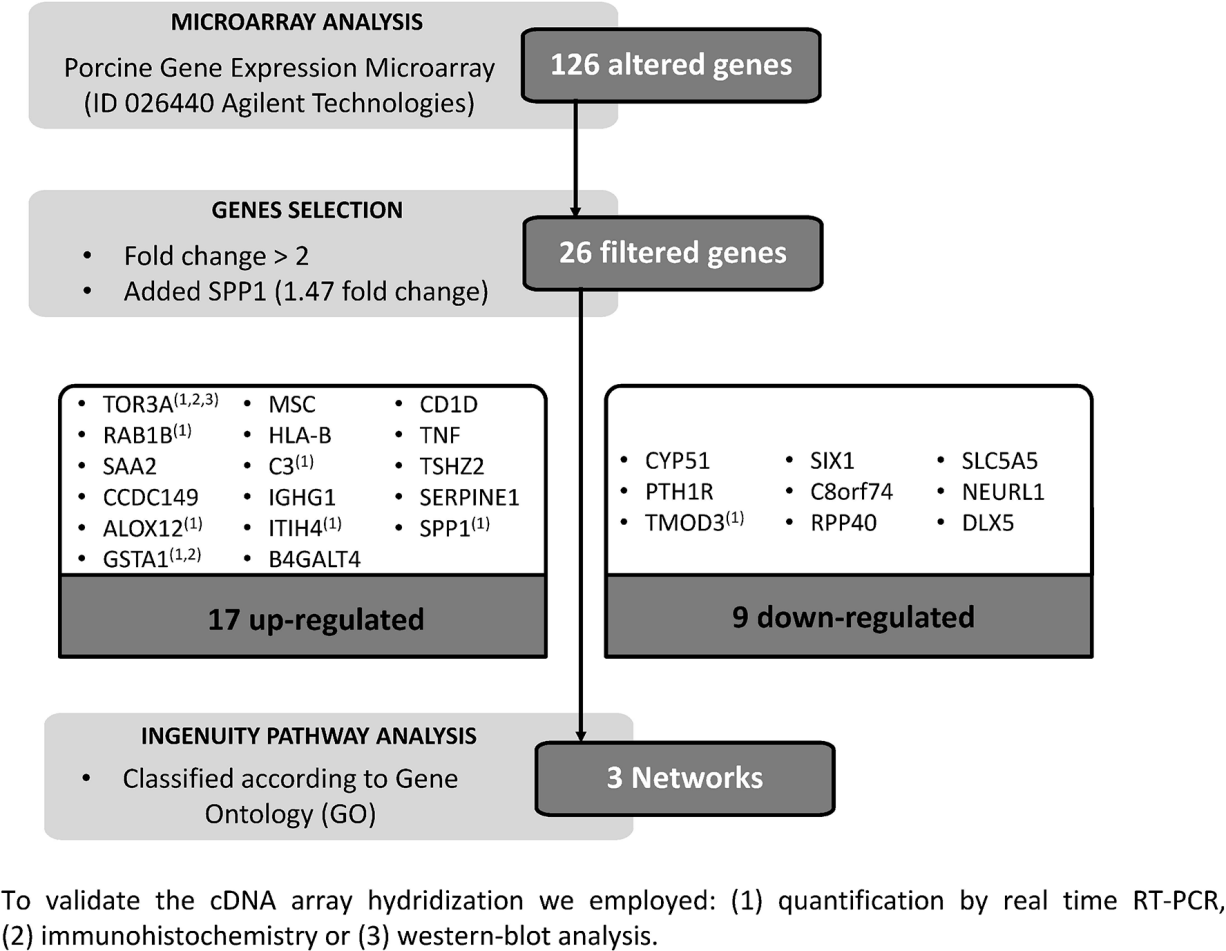
Scheme of the protocol followed to process and analysed the data obtained from array hybridization.

**Fig 3:**
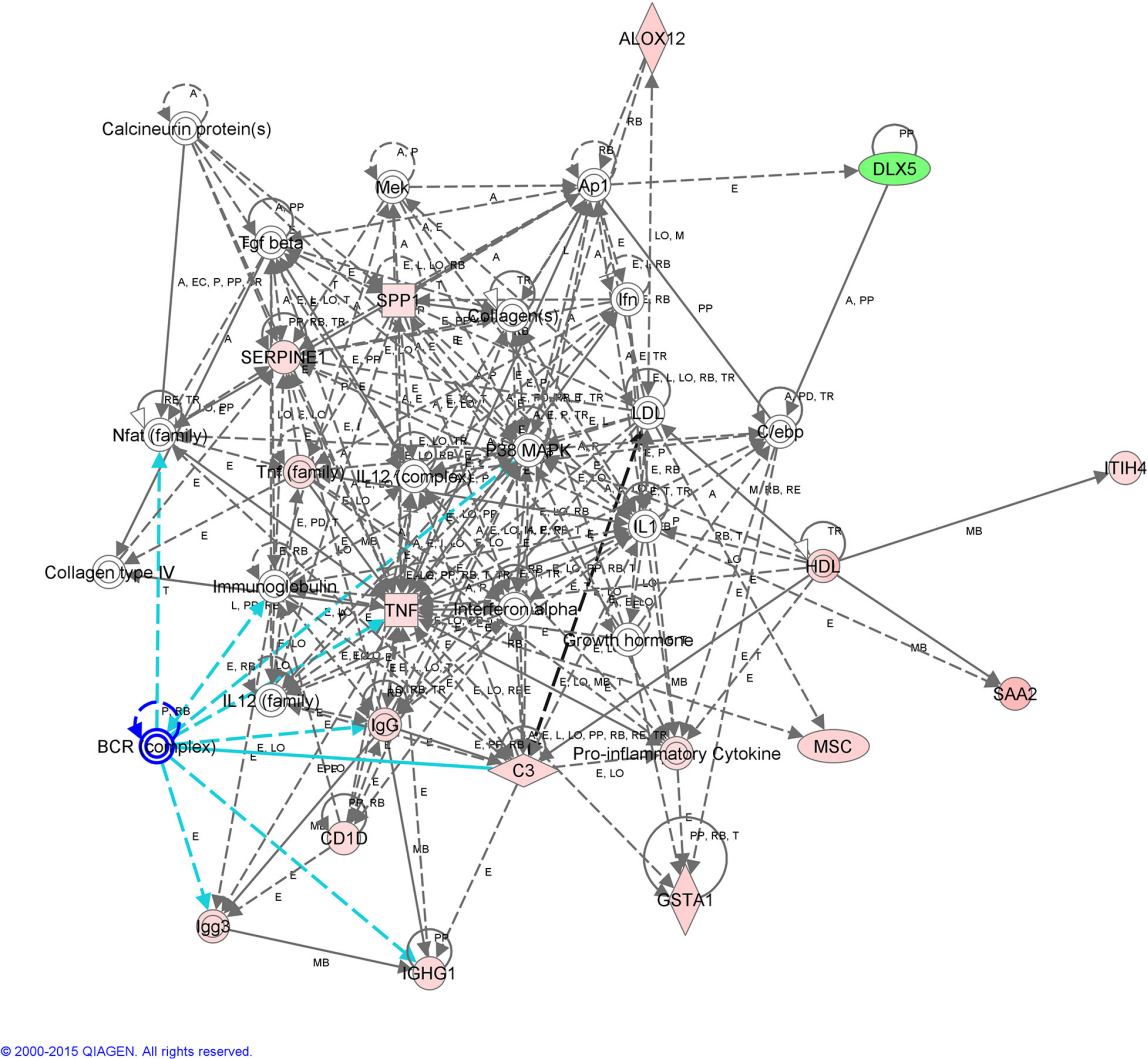
Interactome of functional associations among genes included in Network 1 by Ingenuity Pathway Analysis.

**Fig 4:**
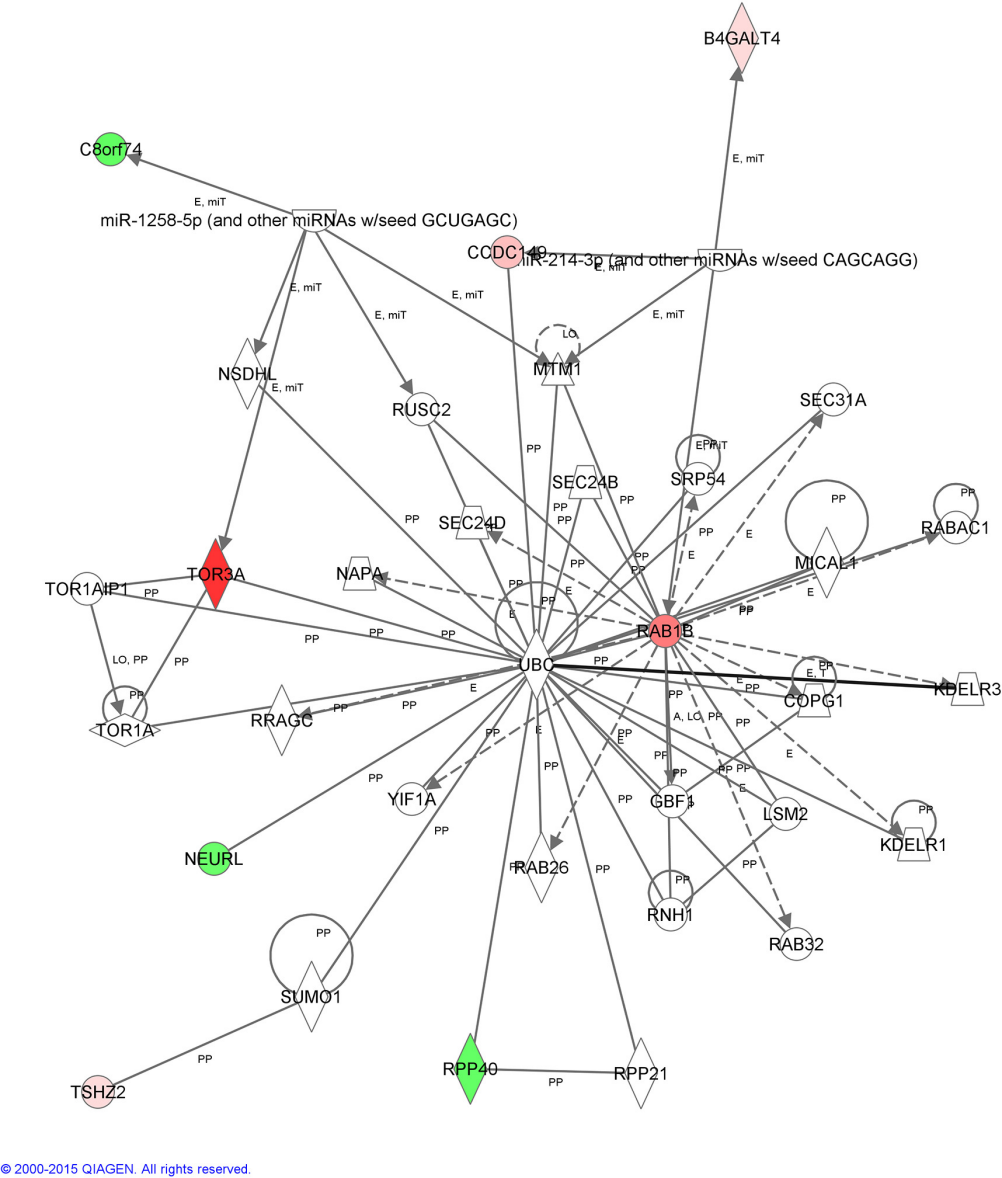
Interactome of functional associations among genes included in Network 2 by Ingenuity Pathway Analysis.

**Fig 5:**
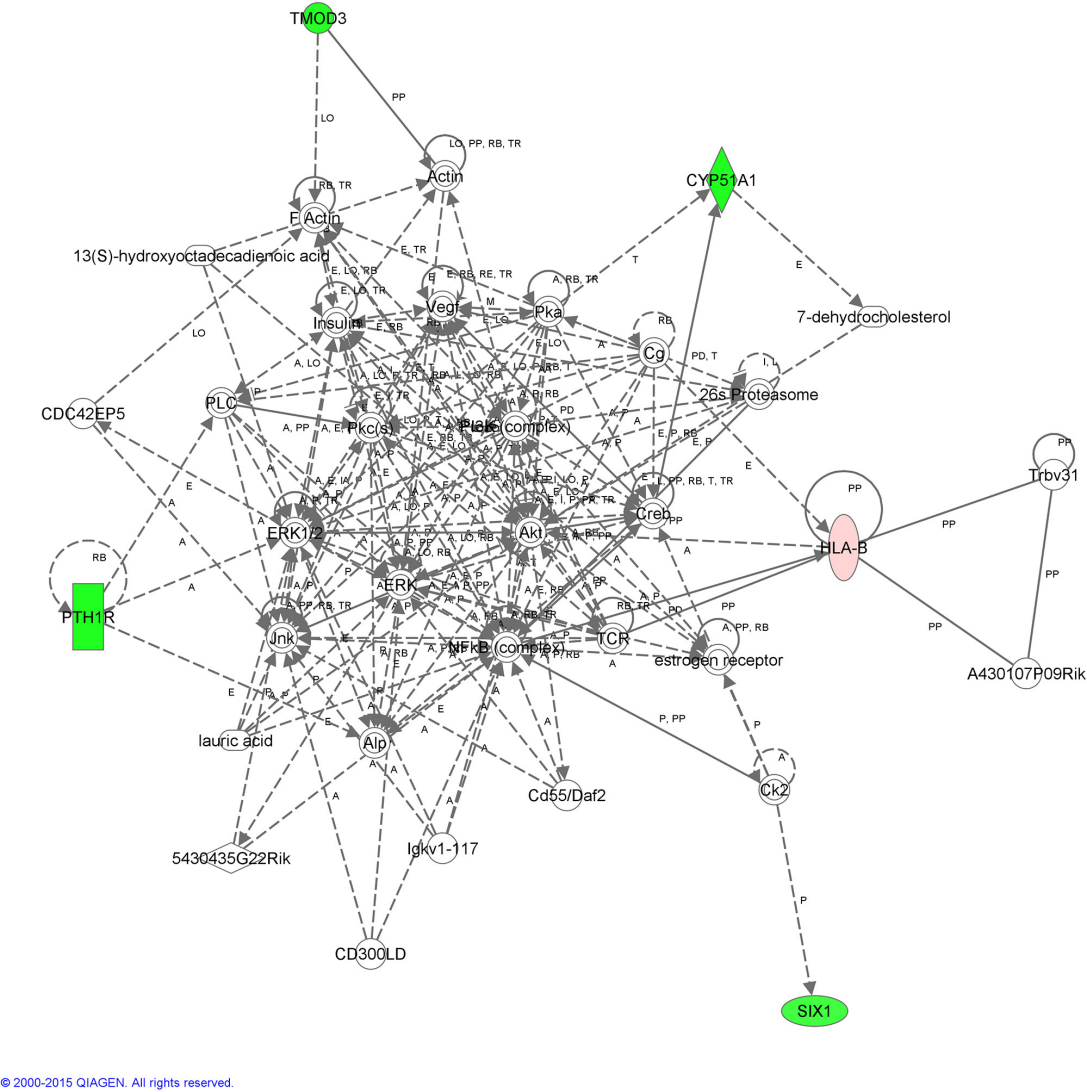
Interactome of functional associations among genes included in Network 3 by Ingenuity Pathway Analysis.

**Table 2:** Genes up-regulated in oviduct in artificially inseminated sows.

Gene Bank accession	Gene Symbol	Entrez Gene Name	Fold Change	IPA network
AK395388	TOR3A	torsin family 3, member A	11.16	2
BX916033	*RAB1B*	RAB1B, member RAS oncogene family	7.18	2
NM_001044552	*SAA2*	serum amyloid A2	3.82	1
LOC100621948	*CCDC149*	coiled-coil domain containing 149	3.48	2
NM_213931	*ALOX12*	arachidonate 12-lipoxygenase	2.58	1
NM_214389	*GSTA1*	glutathione S-transferase alpha 1	2.51	1
AK350490	*MSC*	musculin	2.41	1
NM_001097427	*SLA-3*	MHC class I antigen 3	2.33	3
NM_214009	*C3*	complement component 3	2.20	1
LOC396781	*IGHG1*	IgG gamma 1 heavy chain	2.18	1
NM_001001537	*ITIH4*	inter-alpha-trypsin inhibitor heavy chain family, member 4	2.07	1
AY253339	*B4GALT4*	UDP-Gal:betaGlcNAc beta 1,4- galactosyltransferase, polypeptide 4	2.00	2
NM_001102680	*CD1D*	CD1d molecule	1.94	1
NM_214022	*TNF*	tumor necrosis factor	1.94	1
TC534257 (TIGRID)	*TSHZ2*	Teashirt Zinc Finger Homeobox	1.94	2
NM_213910	*SERPINE1*	serpin peptidase inhibitor, clade E (nexin, plasminogen activator inhibitor type 1), member 1	1.92	1
NM_214023	*SPP1*	Osteopontin	1.47	1

**Table 3:** Genes down-regulated in oviduct in artificially inseminated sows.

Gene Bank accession	Symbol	Entrez Gene Name	Fold Change	IPA network
NM_214432	*CYP51*	cytochrome P450, family 51, subfamily A, polypeptide 1	-3.16	3
NM_214382	*PTH1R*	parathyroid hormone 1 receptor	-3.13	3
NM_214294	*TMOD3*	tropomodulin 3 (ubiquitous)	-3.05	3
NM_001199718	*SIX1*	SIX homeobox 1	-2,66	3
XM_001924317	*C8orf74*	Chromosome 8 open Reading frame 74	-2.22	2
AK233279	*RPP40*	ribonuclease P/MRP 40kDa subunit	-2.18	2
NM_214410	*SLC5A5*	solute carrier family 5	-2.16	-
XM_001926877	*NEURL1*	neuralized homolog (Drosophila)	-2.11	2
NM_001159660	*DLX5*	distal-less homeobox 5	-1.91	1

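Of the genes taken to RT-PCR, those of the actin cytoskeleton, of complement and of protein transport had the smallest p-values on the arrays. TMOD3 differed by -1.61, 0.328 times the non-inseminated level. RAB1B was higher by 1.46 (standard error 0.63) in the mean of 2 features, 1 of which lay under the 1st percentile of all values in each non-inseminated sow, and by 0.77 without sow AI1059, so that its size is uncertain. C3 was 2.19-fold higher. ALOX12, a lipoxygenase of arachidonic acid now named ALOX15 in the reference, was higher by 0.81 (standard error 0.54). GSTA1 was 2.51-fold higher with a standard error of 1.2 on the log2 scale, and ITIH4, an acute phase protein, was higher by 0.29 (standard error 0.2), or 0.1 without sow AI943. The unadjusted p from limma was 0.00031 for TMOD3, 0.0409 for RAB1B, 0.0348 for C3, 0.164 for ALOX12, 0.167 for ITIH4, 0.293 for GSTA1 and 0.377 for SPP1. For ALOX12 the 2 features differed by 1.37 and 0.25, and the first of these differed by 0.41 without inseminated sow AI993 and by -0.11 among the sows of day 2. TOR3A could not be paired with a feature by accession or symbol.

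**Figure D2:**
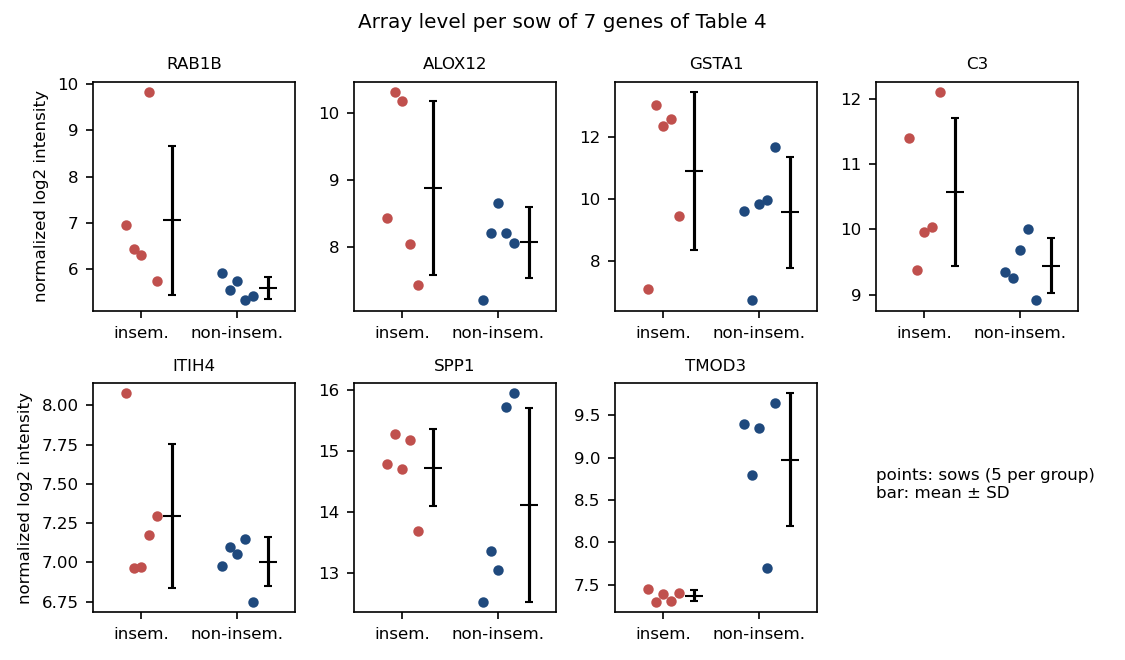
Normalized array level (log2 intensity) of 7 genes of Table 4 in each sow, with the mean and SD of each group of 5. The inseminated sows lie between 7.3 and 7.45 for TMOD3, below each non-inseminated sow.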

Significant gene expression differences derived from microarray analysis were validated by real-time RT-PCR for 8 genes (*TOR3A*, *RAB1B*, *ALOX12*, *GSTA1*, *C3*, *ITIH4*, *SPP1* and *TMOD3*; Table 4, p<0.05). The analysis of the same RNA samples as used for array hybridization allowed a direct comparison of both methods. We further confirmed GSTA1 and TOR3A protein expression in the oviduct by immunohistochemistry (Figs 6 and 7) and the detection of TOR3A by Western blotting into the oviductal fluid (Fig 8).

**Fig 6:**
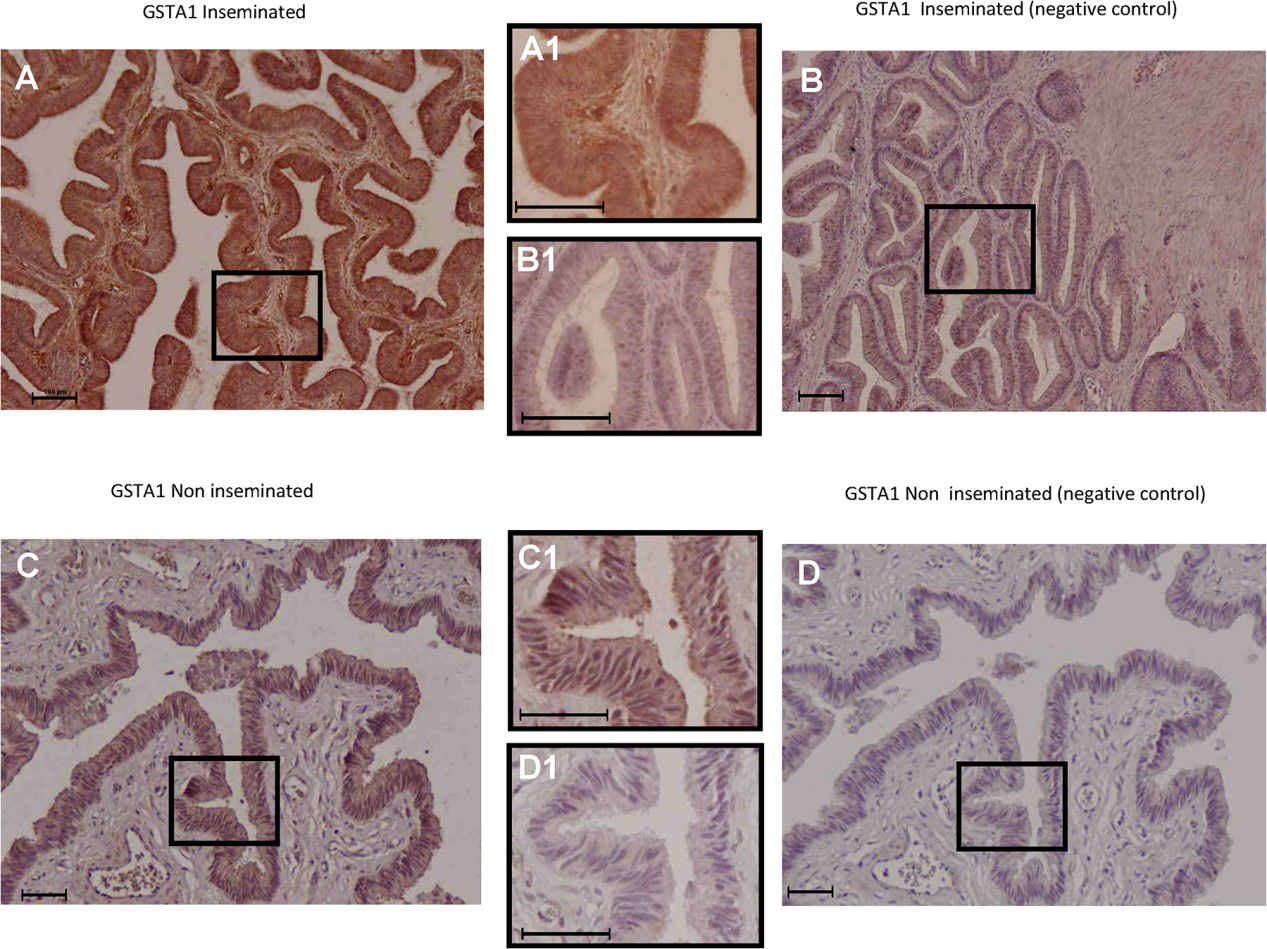
Immunohistochemical localization of GSTA1 in the porcine oviduct. GSTA1 protein expression extended from the epithelial cells to deeper layers of the oviductal wall in the inseminated sows (Fig 6A, magnified in 6A1) compared with the non-inseminated animals, where labelling was mainly observed at the epithelial level (Fig 6C, magnified in 6C1). The corresponding negative controls are shown in Fig 6B, magnified in 6B1 for the inseminated animals and in Fig 6D, magnified in 6D1, for the non-inseminated sow. In all figures, scale bars correspond to 100 μm.

**Fig 7:**
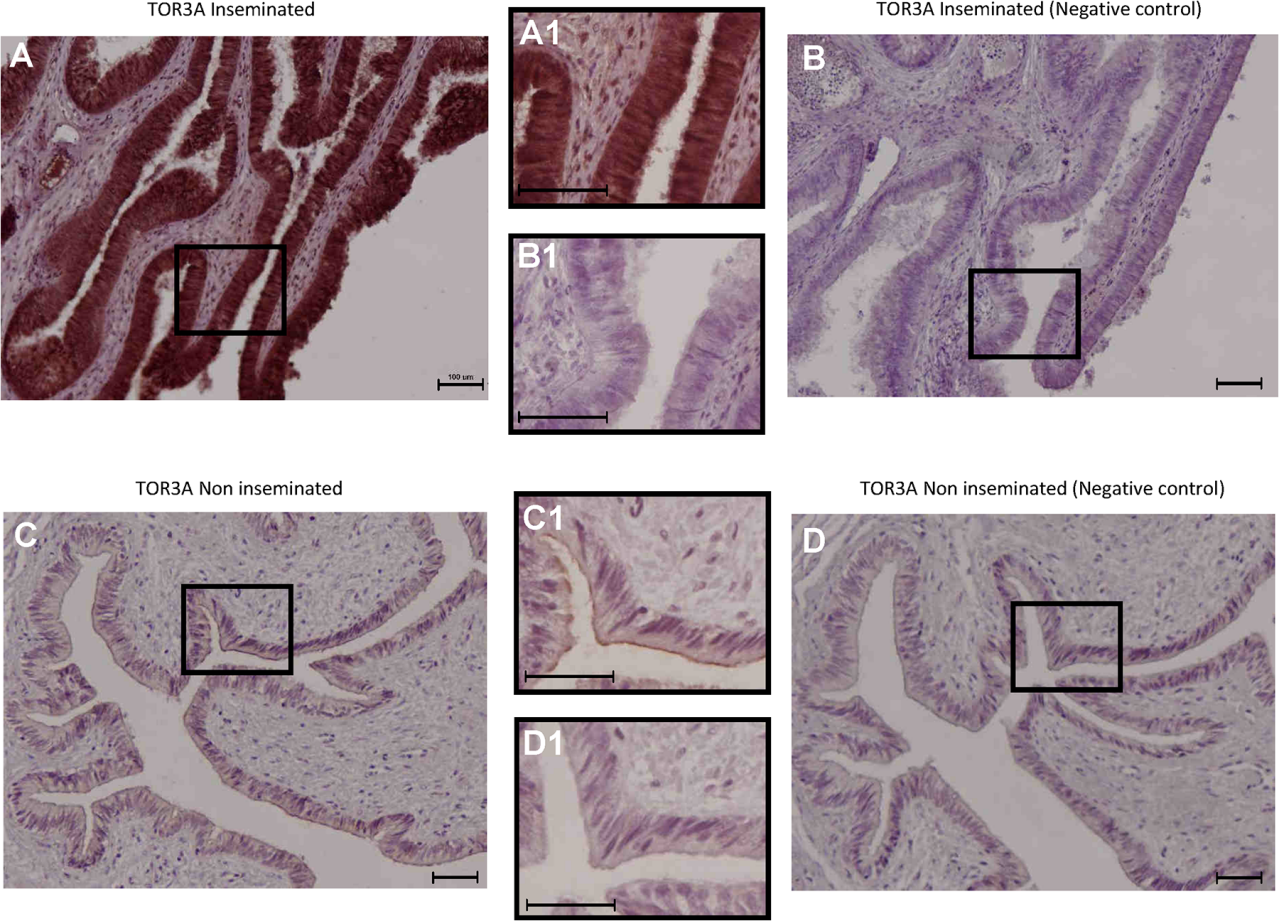
Immunohistochemical localization of TOR3A in the porcine oviduct. Strong immunostaining for TOR3A protein was only observed in the oviductal wall of the inseminated sows (Fig 7A, magnified in 7A1). The labelling was absent in non-inseminated animals (Fig 7C magnified in 7C1) as well as in the corresponding negative controls for the inseminated (Fig 7B, magnified in 7B1) and non-inseminated sows (Fig 7D, magnified in 7D1). In all figures, scale bars correspond to 100 μm.

**Fig 8:**
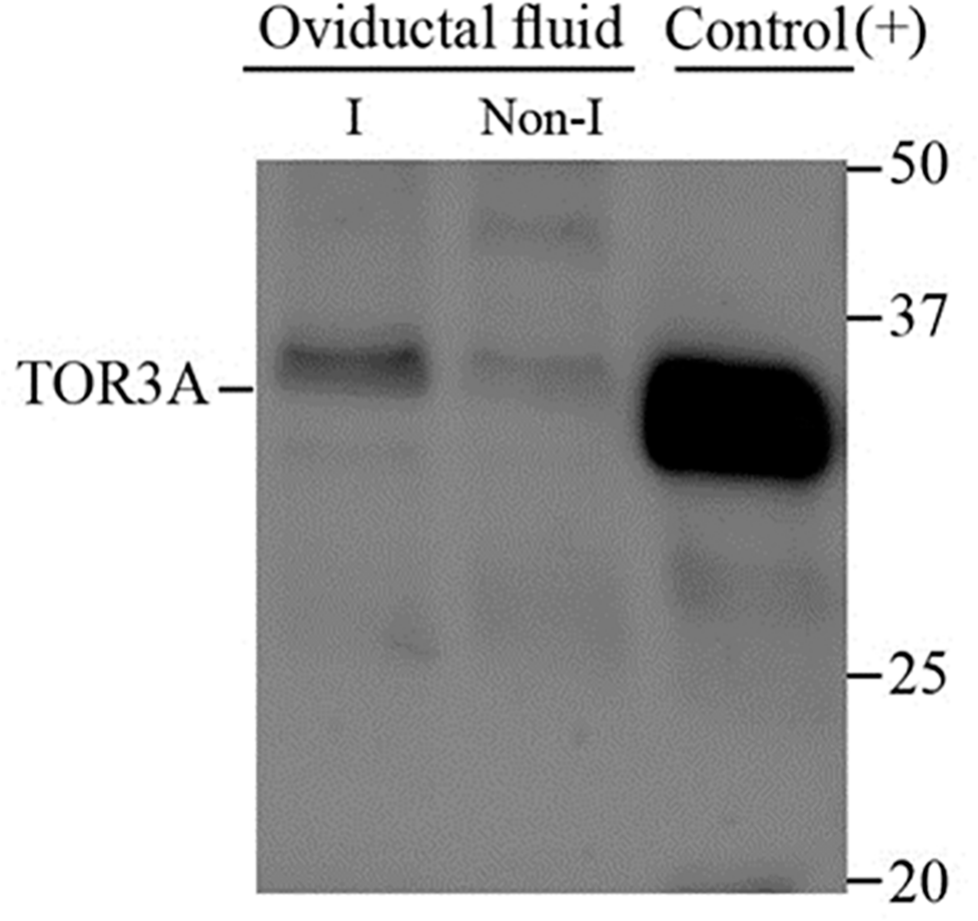
Western-blotting detection of TOR3A in porcine oviductal fluid. Expression of the TOR3A increases in the oviductal fluid of the inseminated sows (I) (Lane 1) compared to non-inseminated animals (Non-I) (Lane 2). Protein TOR3A (RPG629Hu01, Uscn Life Sciences, Wuhan, China) was used as a positive control (Lane 3). Molecular weight is expressed in kDa.

**Table 4:** RT-PCR confirmation of microarray.

	MICROARRAY		qPCR GAPDH		qPCR B-ACTINE	
Genes	Mean fold changes	P value	Mean fold changes	P value	Mean fold changes	P value
*TOR3A*	11.16	0.0001	1.33	0.031	1.47	0.038
*RABB1*	7.18	0.0001	1.38	0.029	1.34	0.056
*ALOX12*	2.58	0.0486	3.38	0.030	3.11	0.050
*GSTA1*	2.51	0.0038	1.76	0.020	1.68	0.031
*C3*	2.20	0.0188	3.89	0.001	3.79	0.001
*ITIH4*	2.07	0.0297	3.46	0.005	3.36	0.001
*SPP1*	1.47	0.0444	3.68	0.010	3.83	0.019
*TMOD3*	-3.05	0.0001	-5.06	0.008	-5.53	0.010

It is known that the transcriptome of the oviduct is affected by the presence of oocytes [6], spermatozoa [19,33], oestrous cycle stage [7,34] and surgical interventions [25]. 

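Genes of acute stress and of steroid response differed in both directions between the groups, and progesterone, ovulated follicles and previous farrowings, the 3 measures tested, did not pass between the groups. Immediate early and stress genes, which respond within minutes to handling and injury, were higher in mean in 7 and lower in 6 of 13 measured members, with the growth regulator MYC at 0.26, the vascular factor KLF2 at -0.11 and the chaperones DNAJB1 and HSP70.2 at -0.48 and -0.59. Their median was 0.07 and their mean -0.05. No member passed over all genes or adjusted over the list alone, and the list had an adjusted p of 0.936 from camera and of 0.959 with an estimated correlation. Of 18 steroid hormone receptors and responsive genes 7 were higher and 11 lower in mean, with the growth factor IGF1 at -0.29, the oestrogen receptor ESR2 at -0.17, the retinoic acid hydroxylase CYP26A1 at 0.23 and the progesterone-binding PGRMC2 at -0.15. No member of this list passed over all genes or adjusted over the list alone, and it had an adjusted p of 0.585 from camera and of 0.689 with an estimated correlation. Blood progesterone was 3.04 ± 1.39 ng/ml (SD, n = 5) in inseminated and 3.88 ± 2.73 ng/ml (SD, n = 5) in non-inseminated sows (exact permutation test, two-sided, p = 0.579). The number of ovulated follicles was 26.0 ± 3.08 against 27.2 ± 3.83 (exact permutation test, p = 0.683) and that of previous farrowings 4 ± 1.58 against 4.2 ± 2.17 (exact permutation test, p = 1). Surgery took place on day 1 in 4 inseminated and 3 non-inseminated sows and on day 2 in 1 and 2. No feature passed a rate of 5% for the surgery day in limma, with 1876 at an unadjusted p under 0.05. For blood progesterone 1 feature passed, with 3823 at an unadjusted p under 0.05. Of 100 orders of progesterone, the real one included, 17 gave as many as 3823.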

Of special significance in our study is that the experimental design would not have acted to compromise the response observed in the oviduct tissue. Furthermore, only animals with ovulations on both ovaries (Fig 1B) were used, to ensure the presence of oocytes in both oviducts, so that the response in this study was due to the presence of both gametes at the same time in the oviduct (different to that found with gametes separately) and during their interaction to form the zygote.

Another important point to consider in our study is the sperm presence in the sampling area (ampullary-isthmic junction). In previous studies, oviducts or epithelial cells were exposed to far more than the physiological number of spermatozoa at the site of fertilization after natural mating [8,19]. Also, direct insemination of spermatozoa into the pig oviduct produces polyspermy [23,24]. The experimental design in this study attempted to simulate physiological conditions, where most spermatozoa (>70%) are eliminated in the uterine lumen [35], either by reflux (25–45%) [36] or by the action of polymorphonuclear leucocytes [37,38] during the passage along the reproductive tract, and only a small proportion of spermatozoa reach the oviduct [39,40]. In the present study, the spermatozoa were selected within the female genital tract during their ascent to the site of fertilization. Moreover, the relatively small number of highly selected spermatozoa which arrive at the sperm reservoir in the oviductal isthmus may diminish immune responses that a large amount of sperm can produce [36], thus reducing the number of activated genes related to inflammatory and immune responses in this anatomical region found in the present study.

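Inflammatory cytokines and chemokines were slightly higher in mean in inseminated sows, and neutrophil markers had a median difference near 0. Of 25 measured symbols of cytokines and chemokines, among which IL8 and CXCL8 name the same gene and were both lower, 17 were higher and 8 lower in mean, with a median of 0.11. The chemokines CCL4 and CCL2 differed by 0.46 and 0.38, the interleukins IL6 and IL1A by 0.24 and -0.33. No member passed over all genes or adjusted over the list alone, and the list had an adjusted p of 0.0637 from camera and of 0.563 with an estimated correlation. Its mean of 0.1 was 0.03 without inseminated sow AI792 (adjusted p = 0.324 from camera) and 0.17 without non-inseminated sow AI1061 (adjusted p = 0.00561), and the list also passed in camera without sow AI993 or AI837, with progesterone as a covariate (adjusted p = 0.0297) and with array weights (adjusted p = 0.0105). TNF, the tumour necrosis factor that starts inflammation, was higher by 0.48 (standard error 0.32), or 0.24 without sow AI788, and differed by -0.15 among the sows of day 1. Of 11 neutrophil markers 7 were higher and 4 lower in mean, with the antimicrobial peptide PMAP-36 at 0.06, the calcium-binding S100A12 at 0.09, the gelatinase MMP9 at -0.19 and the peroxidase MPO at 0.15. Their median was 0.01, none passed over all genes or adjusted over the list alone, and the adjusted p was 0.692 from camera and 0.842 with an estimated correlation. S100A8, MPO, PR39 and PMAP-23 lay under the median of all array values, 7.087, in both groups, and CXCR2 and MMP9 above it. For dim members the test says little on a shift.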

In our study the presence of zygotes (together with sperm arrival and sperm-oocyte interaction) could be influencing the gene regulation in the ampullar-isthmic section of the oviduct. Little is known about early embryo stage and maternal communication. In a previous report [14] it was demonstrated the down-regulation of immune response genes by the presence of embryos in different stages (from 2-cell to blastocyst stage) in the oviduct and in the uterine horn, suggesting a modulation of the uterine milieu to further develop the embryos properly. Whereas the release of inflammatory cytokines by the recently formed zygote was demonstrated some years ago [41], the relationship between inflammation and the arrest or progress of the zygote and young embryos through the oviduct is worth consideration.

The seminal plasma contains several proteins and agents which influences the sperm survival and modulation. Moreover it is known that seminal plasma influences the endometrium activating changes in gene expression [42] and induces oviductal synthesis of growth factors and cytokines which support further embryo development [43]. In the present paper the insemination was performed using the ejaculated from fertile boars. However, the ejaculated, as mentioned in the material and methods section, was diluted in BTS previous to insemination (as commonly happens in commercial farms), so the level of seminal plasma in the insemination dose is very low and in consequence the impact of this fluid in the oviduct may be very limited.

Limiting our study to this area may have contributed to the lower number of genes identified compared with previous studies in which the authors analysed the entire oviduct [8,19]. 

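Transcripts of the epithelium and of the other layers of the oviduct wall did not differ between the groups beyond the spread among sows. Of 14 secretory epithelial cell markers 6 were higher and 8 lower in mean in inseminated sows, with the immunoglobulin transporter PIGR at 0.51, the secreted chaperone CLU at 0.42, the iron-binding LTF at 0.34 and the mucosal DMBT1 at 0.3. Their median was -0.01 and their mean 0.08. Of the ciliated cell markers only DNAH9, SPAG6 and RSPH4A, parts of the ciliary axoneme, were measured, too few for a list test, at 0.12, -0.12 and -0.02. Of 9 fibroblast and stroma markers 5 were higher and 4 lower, with fibronectin FN1 at 0.49, PDGFRB at -0.09, THY1 at -0.33 and the collagen COL6A3 at 0.2. Of 11 endothelial cell markers 6 were higher and 5 lower, with the receptor TEK at 0.15, the transcription factor ERG at -0.12, the VEGF receptor KDR at -0.61 and PECAM1 at 0.12, a median of 0.02 and a mean of -0.04. The erythroid anion exchanger SLC4A1, the 1 measured marker of red cells, differed by -0.4. Adjusted p-values from camera were 0.398 for the secretory, 0.751 for the stromal and 0.936 for the endothelial list, and 0.844, 0.959 and 0.959 with an estimated correlation. No member of these lists passed over all genes or adjusted over the list alone. In non-inseminated sow AI1061 the mean deviation of the secretory list was -0.68 and that of the stromal list 0.75, outside the range of the other sows.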

There are changes in the proportions of secretory and ciliated cells between the different parts of the oviduct [44], so differences at the level of gene expression would be anticipated.

The IPA software clustered 12 of the DEGs identified in Network 1 (Fig 3). 

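Genes of antigen presentation and of complement were on the whole higher in inseminated sows. Of 23 genes of the MHC and antigen presentation 21 were higher in mean, with a median difference of 0.52. The class I heavy chains SLA-3 and SLA-1 differed by 1.18 and 0.78, their light chain B2M by 0.52 and the immunoproteasome subunit PSMB8 by 0.69. Of 22 acute phase and complement genes 17 were higher, with a median of 0.27, among them complement factor CFB at 0.72, the C1 inhibitor SERPING1 at 0.64, C3 at 1.13 and the lipocalin LCN2 at 0.82. Both lists were higher than other genes in camera at its preset correlation (adjusted p = 8.07e-09 and 0.0017). With an estimated correlation the adjusted p was 0.563 and 0.367, and no single member passed over all genes or adjusted over the list alone. The mean of the acute phase list was 0.24, or 0.27 among the 7 sows of day 1 (adjusted p = 0.185 from camera) and 0.13 among the 3 of day 2, of which 1 was inseminated (adjusted p = 0.0919). SLA-3, CD1D, C3 and ITIH4, which the study chose on these samples, are members of these lists.

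Markers of T and NK cells were higher in 11 of 14 genes, with the granzyme GZMB at 0.41, the activating receptor KLRK1 at 0.61 and the T cell receptor chains CD3G and CD3D at 0.25 and 0.14 (adjusted p = 0.0386 from camera). With an estimated correlation this adjusted p was 0.563. CD4, CD8A, CD8B and PRF1 lay under the median of all array values, 7.087, in both groups, and GZMB, KLRK1 and CD3E above it. With features of low mean level left out this list was not tested. The mean of 0.12 was unmoved by surgery day as a block, with an adjusted p of 0.102, and 0.15 among the fewer sows of day 1 (adjusted p = 0.31). Among the 3 sows of day 2, of which 1 was inseminated, the mean was 0.04. The call also ended with the highest-mean feature (mean 0.09, adjusted p = 0.222 from camera). It ended too without sow AI943, AI991, AI696 or AI992, where the mean was 0.12, 0.11, 0.1 and 0.11. Without sow AI792 it ended with a mean of 0.04 (adjusted p = 0.324 from camera). Of 9 macrophage and dendritic cell markers 8 were higher, with AIF1 at 0.39, TYROBP at 0.28, the costimulatory molecule CD86 at 0.12 and the scavenger receptor CD163 at 0.2 (adjusted p = 0.113 from camera and 0.563 with an estimated correlation). Interferon-stimulated genes did not share this direction, with 6 of 20 higher and a median of -0.08, GBP2 at 0.45, MX2 at 0.24, ISG15 at -0.8 and DDX58 at -0.27 (adjusted p = 0.582 from camera and 0.959 with an estimated correlation). No member of these 3 lists passed over all genes or adjusted over the list alone. Over sows, the mean of the MHC list differed by 0.41 (exact permutation test, two-sided, p = 0.0952), and without inseminated sow AI792, the highest, by 0.23 (exact permutation test, p = 0.183). Without sow AI792, AI991 or AI992, 2 of the 26 lists passed in camera in place of 4, and without sow AI1061, 7 did.

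**Figure D3:**
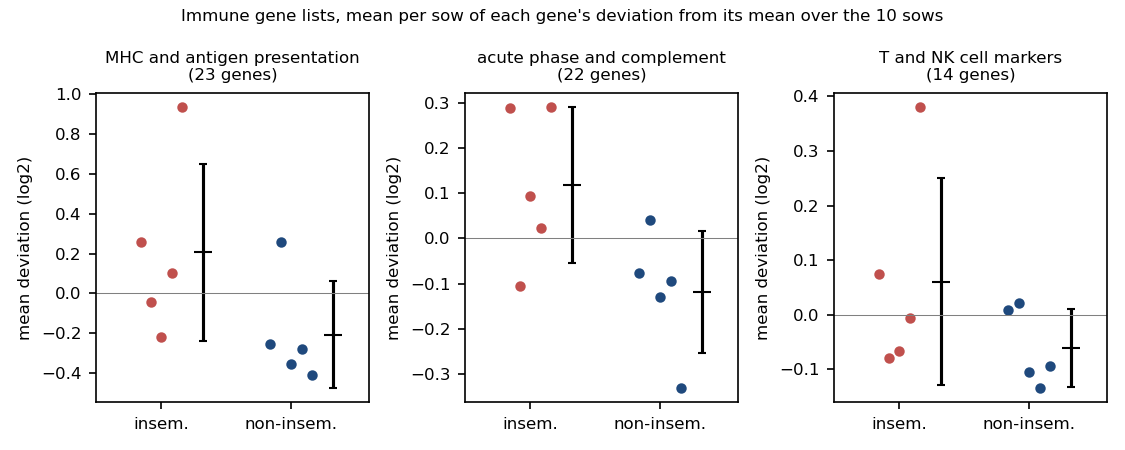
Mean deviation (log2) of the genes of 3 immune lists from each gene's mean over the 10 sows, for each sow, with the mean and SD of each group of 5. For the MHC list inseminated sow AI792 lies at 0.94 and the other inseminated sows between -0.22 and 0.26.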

The top canonical pathway affected by AI is related to the inflammatory response and immune system. Some of these genes have been previously detected in the oviduct of human and animals (pigs and mice) where they were over-expressed in the presence of spermatozoa or pre-implantation embryos (*C3*, *IGHG1*, *ITIH4* [18], *TNF* [14] and *SERPINE1*[45]) whereas others were not previously reported (*SAA2*, *ALOX12*, *CD1D* and *SPP1*). 

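On these arrays each of the traced genes of this group was higher in inseminated sows, with wide spreads. CD1D, which presents lipids to T cells, was higher by 0.57 (standard error 0.34), or 0.35 without sow AI943, and in the sow of each group with the lowest value it lay at 7.23 and 7.22. The immunoglobulin heavy chain IGHG1 was higher by 0.56 (standard error 0.86), and without inseminated sow AI792 its difference was -0.2. Of the B and plasma cell markers CD79A, a part of the B cell receptor, was the other 1 measured, at 0.06, and the list was too short for a test. SAA2 could not be paired with a feature. Of 5 measured genes of plasminogen activation 2 were higher and 3 lower, with the inhibitor SERPINE2 at 0.15, the activator PLAT at -0.24, VTN at -0.09 and plasminogen PLG at -0.06, and the list had an adjusted p of 0.751 from camera and of 0.909 with an estimated correlation. Of 13 genes of eicosanoid metabolism, ALOX12 among them, 9 were higher in mean, with the prostaglandin synthases PTGES2 and PTGS1 at -0.19 and 0.22 and the prostaglandin dehydrogenase HPGD at -0.22, at an adjusted p of 0.678 from camera and of 0.844 with an estimated correlation. No member of either list passed over all genes or adjusted over the list alone.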

*GSTA1* gene was also included in Network 1 (Fig 3); GSTA1 is an enzyme with glutathione peroxidase activity. 

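GSTA1 ranged widely among sows, and most other antioxidant genes were slightly lower in mean in inseminated sows. Its level was 10.89 ± 2.55 (SD, n = 5) in inseminated and 9.564 ± 1.78 (SD, n = 5) in non-inseminated sows, a difference within the spread among animals (exact permutation test, two-sided, p = 0.333). Inseminated sows AI993, AI837 and AI1059 lay at 13.03, 12.33 and 12.57, and sow AI943 at 7.09, near the lowest non-inseminated sow at 6.73. Of 23 genes of glutathione and antioxidant enzymes 4 were higher and 19 lower in mean, with a median of -0.04 and a mean of 0.02. The glutathione peroxidases GPX3 and GPX2 differed by -0.27 and -0.23 and the peroxiredoxin PRDX4 by 0.63. No member passed over all genes or adjusted over the list alone, and the list had an adjusted p of 0.582 from camera and of 0.689 with an estimated correlation.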

Spermatozoa are highly sensitive to oxidative stress and were the first cell type in which ROS production was biochemically confirmed [46]. By up-regulating the expression of *GSTA1*, the response of oviductal tissues could keep the redox events in the surrounding environment within physiological ranges and protect spermatozoa and/or embryos from ROS-induced damage [47,48]. Immunohistochemical data confirmed that GSTA1 protein was expressed in the oviduct epithelial cells of inseminated and non-inseminated sows. The immunoreactivity detected above was stronger in the inseminated sows compared to the non-inseminated sows. In addition, in the inseminated sows (Fig 6), a moderate degree of reactivity was detected in the connective tissue of the lamina propria of the mucosa folds (Fig 6A1). However, no positive staining was observed in this histological structure in the non-inseminated sows (Fig 6C1).

The top canonical pathway associated with the DEGs clustered in Network 2 (Fig 4), are related to molecular transport, protein trafficking and developmental disorder. *TOR3A* and *RAB1B*, the two genes with the highest positive fold change of this study were found in this network. 

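RAB1B, a GTPase of transport from the endoplasmic reticulum to the Golgi, was higher in mean in inseminated sows, mainly through 1 of its 2 features. Its mean level was 7.051 ± 1.61 (SD, n = 5) in inseminated and 5.59 ± 0.238 (SD, n = 5) in non-inseminated sows (exact permutation test, two-sided, p = 0.0238). That feature lay under the 1st percentile of all values, 6.14, in 5 non-inseminated and 2 inseminated sows. For the mean of both features, which differed by 0.77 without inseminated sow AI1059, this sow lay at 9.83 and the other inseminated sows between 5.74 and 6.95. Transport genes as a group did not share the difference. Of 18 genes of torsins and transport between endoplasmic reticulum and Golgi 6 were higher and 12 lower in mean, with the torsin TOR1A at 0.16, the coat protein COPB2 at -0.12 and the exchange factor GBF1 at -0.11. No member passed over all genes or adjusted over the list alone, and the list had a median of -0.05, a mean of 0.05 and an adjusted p of 0.751 from camera, or of 0.959 with an estimated correlation.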

*RAB1B* is required for clearance of ubiquitinated protein aggregates [49], and the boar sperm acrosome shows a high level of de-ubiquitinating activity (ubiquitin C hydrolases 1 and 3, UCHL1/L3) related to regulation of penetration through the zona pellucida [50]. Differences in the expression of *RAB1B* could be related to the presumed increase of ubiquitinated protein aggregates prompted by the presence of spermatozoa in the oviduct.

Of particular interest was the over-expression of *TOR3A*. This gene showed the highest expression (11-fold change) in the oviduct of inseminated sows compared with the non-inseminated animals (Table 2). 

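The feature with the largest difference of the array was 11.16-fold higher in inseminated sows, a difference of 3.48, and took either a high or a low level in each sow. It was singled out after its values were seen, and no gene name is paired with it. It was the 1 feature with the fold of 11.16 that the paper reports for TOR3A. Its identity with TOR3A could still not be checked. All 5 inseminated sows had the high level, as did 2 of the 5 non-inseminated sows, between 10.68 and 12.61. The other 3 non-inseminated sows lay between 6.4 and 6.53, which is near the 1st percentile of all values at 6.14, so that the size of the difference is uncertain. The division of 5 of 5 against 2 of 5 had a p of 0.167 (Fisher's exact test, two-sided), and the levels themselves one of 0.0238 (exact permutation test, two-sided) and of 0.0052 from limma before adjustment and 1 after it. Its percentage of false prediction in the rank product was 0. The rank product called 355 features under 5% in simulated arrays without any shift when each feature had its own spread. This 0 is therefore no measure of certainty. As the feature was picked for its difference out of all features, the unadjusted p-values overstate it.

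**Figure D4:**
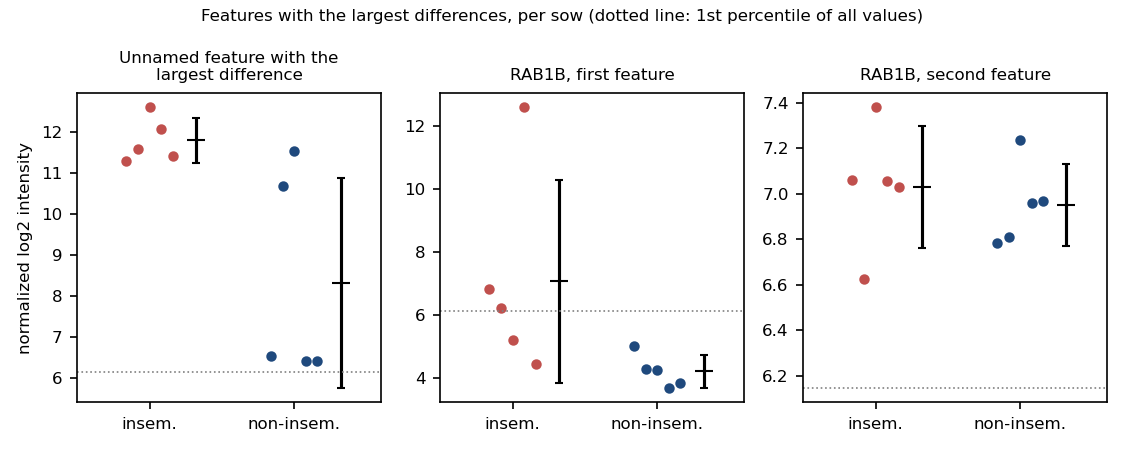
Normalized level (log2 intensity) in each sow of the feature with the largest difference and of the 2 features of RAB1B, with the mean and SD of each group of 5. The dotted line is the 1st percentile of all values, 6.14. In the first panel 2 non-inseminated sows lie at the level of the inseminated sows.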

The pattern of expression of TOR3A protein in the oviduct (Fig 7) suggests a probable secretion of the protein to the oviductal lumen and implies a role during sperm-oviduct interactions and/or involvement in sperm-oocyte interactions. TOR3A presence into the oviductal fluid was confirmed by detection of the protein by Western blotting (Fig 8). Although unexpected, could be explained in the light of the new functional roles recently attributed to TORSIN A, including its involvement in the secretory pathway [51]. Whether the protein function in the oviduct is related to regulation of the inflammatory response or whether it is involved in the spermatozoa or early embryo physiology remains to be discovered. In our knowledge, this is the first time that *TOR3A* has been described in the oviduct and clearly expressed in the epithelial cells of the mucosa layer (Fig 7). However, further studies are necessary to perform to investigate the *TOR3A* function in the oviduct.

*B4GALT4* is another gene of this network, whose over-expression in oviductal tissue has not been reported previously, but it is known that B4GALT4 protein is expressed on the sperm surface of several mammals [52], possibly as a ligand to bind sperm to the zona molecule ZP3 in mouse [53]. 

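B4GALT4, a galactosyltransferase that builds sugar chains of glycoproteins, was higher in inseminated sows by 0.51 (standard error 0.32). Its level was 8.235 ± 0.177 (SD, n = 5) in inseminated and 7.725 ± 0.792 (SD, n = 5) in non-inseminated sows (exact permutation test, two-sided, p = 0.246), of which sow AI1061 lay at 6.54, and the difference was 0.21 without it. Of its 2 features 1 differed by 1.0, with 2 non-inseminated sows under the 1st percentile of all values, and the other by 0.02. B4GALT1, the other measured member of this enzyme family, differed by -0.04, and a list of 2 genes was too short for a test.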

In mouse cortical granules, it may play a role in blocking polyspermy [54].

Finally, Network 3 (Fig 5) associated functions are cell-to-cell signalling and interaction, and integrated 3 genes with the highest down-regulation level (*CYP51*, *PTH1R* and *TMOD3*; Table 3). 

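Of the traced genes of this network CYP51, PTH1R and TMOD3 were lower in mean in inseminated sows and SLA-3 was higher. TMOD3 had the smallest unadjusted p from limma. CYP51, the lanosterol demethylase of cholesterol synthesis, differed by -0.54 (standard error 0.29), or -0.37 without sow AI788, and PTH1R, the receptor of parathyroid hormone, by -0.81 (standard error 0.45), or -0.49 without sow AI992. The level of PTH1R was 5.89 ± 0.0715 (SD, n = 5) in inseminated and 6.701 ± 1.14 (SD, n = 5) in non-inseminated sows, of which sows AI788 and AI992 lay at 7.9 and 7.98 and the others between 5.6 and 6.11 (exact permutation test, two-sided, p = 0.262). Of its 2 features 1 lay between 3.569, the lowest value of the arrays, and 3.68 in all 5 inseminated and 3 non-inseminated sows, so that the size of this difference is uncertain. SLA-3, which the paper places in the same network, was higher, with 13.79 ± 0.937 (SD, n = 5) against 12.61 ± 0.556 (SD, n = 5) in 8 features (exact permutation test, p = 0.0397). These features did not all rank the sows alike.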

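Genes of cholesterol synthesis and uptake were mostly lower in mean in inseminated sows. Of 10 measured genes 9 were lower, with a median of -0.2. CYP51 lay at 8.471 ± 0.468 (SD, n = 5) against 9.013 ± 0.567 (SD, n = 5) (exact permutation test, two-sided, p = 0.127). The phosphomevalonate kinase PMVK differed by -0.2, the regulator of sterol sensing INSIG1 by -0.29 and the farnesyl diphosphate synthase FDPS by -0.39. As a list these genes were lower than other genes in camera (adjusted p = 0.0408). With an estimated correlation the adjusted p was 0.563, and no member passed over all genes or adjusted over the list alone. The mean of the list was -0.21, or -0.15 with surgery day as a block (adjusted p = 0.168 from camera), -0.04 among the sows of day 1 (adjusted p = 0.753) and -0.44 among those of day 2 (adjusted p = 0.157). The call also ended with the highest-mean feature (mean -0.15, adjusted p = 0.147 from camera). It ended too without sow AI993, AI837, AI792, AI696 or AI992, where the mean was -0.2, -0.21, -0.22, -0.21 and -0.2. Without sow AI991 or AI788 it ended with means of -0.17 and -0.12. The mean ran from -0.12 without sow AI788 to -0.35 without sow AI1061. CYP51 was chosen by the study on these samples.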

*CYP51* down-regulation in the oviduct due to the presence of spermatozoa could be a consequence of the release of cholesterol, or its derivatives such as oxysterol, during the capacitation process of the sperm cells in this region at the time of the sampling. 

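Beyond TMOD3 and PTH1R, genes of actin turnover and of smooth muscle contraction and relaxation differed little between the groups. Of 11 genes of actin filament capping and turnover 8 were lower in mean in inseminated sows, with the actin-severing CFL1 at -0.28, the capping subunit CAPZA2 at -0.23 and the tropomyosin TPM3 at -0.11. Of 13 genes of parathyroid and relaxation signalling 8 were lower, with the G protein subunit GNAS at -0.14, the kinase subunit PRKACB at -0.25 and the hormone PTH at 0.12. Of 10 smooth muscle markers 8 were higher, with the channel subunit KCNMB1 at -0.32, the regulator MYOCD at 0.21, smooth muscle actin ACTA2 at 0.17 and TPM2 at 0.26. Adjusted p-values from camera were 0.113, 0.474 and 0.751 for these lists, and 0.563, 0.563 and 0.959 with an estimated correlation. No member of the 3 lists passed over all genes, and TMOD3, which the study chose on these samples, was the 1 member that passed when adjusted over the list alone (adjusted p = 0.00342 from limma).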

*PTH1R* and *TMOD3* (both with a fold change near to -3) are genes whose down-regulation could be related to the transport of gametes in the oviduct. *TMOD3* is expressed in motile endothelial cells, where it caps the pointed-ends of actin filaments and negatively regulates cell motility by controlling the turnover of F-actin [55]. *PTHR1* mediates the effects of PTH (parathyroid hormone) and PTH-rp (parathyroid hormone-related peptide) and has previously been shown to relax oviductal and uterine tissues from avian and mammalian species [56]. So, a reduction in *TMOD3* and *PTH1R* gene expression after insemination to facilitate fertilization and zygote residence in the oviduct for some hours could be expected.

Therefore, the data in the present study indicate a change in gene expression during male and female gametes encounter and interaction to form the zygote at the site of fertilization after a natural sperm selection within the female genital tract. These changes would indicate a modification of the environment preparing the oviduct for a successful fertilization and for an adequate zygote and embryo early stage milieu. 

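Transcripts of the gametes and of the cells around the oocyte differed in both directions, with no shift of a list past its test. Members such as ZP3, NLRP5, SMCP, ODF1, FSHR and LHCGR lay under the median of all array values, 7.087, in both groups. For such dim members the test says little on a shift. OOEP, GDF9, ACRBP, TNP2, AMH and INHBA lay above that median. Of 12 oocyte markers 5 were higher and 7 lower in mean in inseminated sows, with OOEP of the maternal complex at 0.26, ZAR1 at -0.11, the kinase MOS at 0.14 and the linker histone H1FOO at -0.12. Of 15 sperm and spermatid transcripts 6 were higher and 9 lower, with the transition protein TNP2 at 0.26, the acrosomal protease ACR at -0.17, the surface protein ADAM2 at 0.19 and the hyaluronidase SPAM1 at -0.26. Of 13 cumulus and granulosa cell markers 6 were higher and 7 lower, with AMH at -0.15, the inhibin subunit INHBB at 0.17 and the steroid enzymes CYP11A1 and CYP19A1 at 0.07 and -0.08. The medians were -0.03 for the oocyte, -0.02 for the sperm and -0.01 for the cumulus list, the means 0, -0.05 and 0.01, and camera's direction was upward for all 3. Adjusted p-values from camera were 0.936, 0.961 and 0.805, each 0.959 with an estimated correlation, and no member passed over all genes or adjusted over the list alone. From its data, which besides the arrays hold RT-PCR, immunohistochemistry and a Western blot, the paper reasons that gene expression changes while the gametes meet. It proposes that this change at the site of fertilization prepares the oviduct for fertilization and for the zygote.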

New knowledge about the transcriptome modification around fertilization could be extended to the laboratory, adding new tools to increase IVF efficiency in mammals.

Overall, a key question is whether there is any relationship between inappropriate expression or failure of expression of specific oviduct genes and subsequent fertilization or embryo migration. Exploitation of gene knock-out models could be a fruitful way forward in this context.

## Supporting Information

S1 Fig Immunohistochemical quantification. Each bar shows the main intensity level of gray, where 0 is white and 255 black. Results are expressed as mean ± standard error. Different letters a,b,c in bars denote significant differences (p< 0.05). **A)** GSTA1 quantification. **B)** TOR3A quantification.
(TIFF)

How the deposited data were processed for this re-analysis (not part of the article)

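RNA of the ampullary-isthmic junction from 5 inseminated and 5 non-inseminated sows was measured on 10 single-colour porcine arrays, 1 per sow. According to the methods, the authors took spot intensities from GenePix images, corrected the background by normexp with an offset of 10 and applied quantile normalization in limma. The deposited values are log2 intensities after these steps, since the sorted values of the arrays differ by at most 0.054 and their range of 3.569 to 16.0 is that of a log2 scale. They were used as deposited. Raw images, background values and flags of single spots were not analysed here. Groups, surgery days and physiological measures of the sows came from the sample labels and Fig 1B.

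The table holds 45220 features, 1417 more than the probes the paper names, and control spots are not marked in it, so that all were tested. Gene symbols came from the platform's annotation, brought up to date through accessions of the Sscrofa11.1 reference for 6055 features, which changed the symbol of 446. In all 10290 features had 1 symbol and 34930 had none, and 2391 of the 4560 symbols had more than 1 feature. Some genes stay under an older and a newer symbol, such as IL8 and CXCL8. Coordinates are not given, since no genome build is named for the array.

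Differences between groups were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), for each feature and for the mean of each gene's features, with Benjamini-Hochberg adjustment over all features or all genes. A 2-fold difference and a false discovery rate of 1% are the cut-offs of the paper, whose methods name LIMMA and RankProd without saying which of them gave the rate. Single genes, physiological measures and means of lists over sows were also tested by two-sided exact permutation of the group labels. Lists of genes with at least 5 measured members, 26 in number, were tested with camera at a preset correlation of 0.01, adjusted over the lists, and again with an estimated correlation and with fry. Progesterone was fitted on the log2 scale with insemination in the model, and its correlations with genes and lists were tested by permutation in Python 3.11.15 with numpy 2.4.6. A rank product was computed over all pairs of an inseminated and a non-inseminated array, with percentages of false prediction from 1000 permutations, because the RankProd package was not at hand. Over 10 blocks of 100 permutations its count at a 2-fold difference and a percentage under 1% ran from 20 to 23.

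The methods were tested on simulated arrays with the means and spreads of the real ones. Their noise was Gaussian and independent between features, and shifted features were drawn at random. The shares recovered therefore need not hold for genes of wide spread. For 5 sows against 5 and 45220 features, limma recovered 15% of features shifted by 0.5 on the log2 scale, 73% of those shifted by 1 and 94% of those shifted by 2 at a rate of 5%, with 5.7% false among its calls. Camera recovered 100% of simulated lists shifted by 0.5 among 4500 genes that varied independently of each other, which real genes need not do. The rank product recovered 100% of features shifted by 2, and without any shift it called 1 feature when all features had the same spread and 355 when each had its own.

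Genes were named by a rule. It took the genes of Tables 2, 3 and 4 with ACTB and GAPDH, whose values in the paper had been seen, the genes with a 2-fold difference and the smallest unadjusted p among those above the 40th percentile of mean level, up to 10 in each direction, and up to 4 members of each list with the smallest unadjusted p. Features without a gene name were left unnamed. Of the 26 genes of Tables 2 and 3, 17 were traced to features by accession or symbol, and the others were left out.

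The alternatives tried were another quantile normalization, centring on the median or on the 75th percentile, leaving out features of low mean level, surgery day or progesterone as a term, the sows of each surgery day alone, a trended and robust variance, array weights, the feature with the highest mean in place of the mean over features, ratios of linear means, an equal-variance test for each feature, the rank product, fry, and leaving out each sow. The mean of folds over features with a 2-fold difference was added after the values had been seen.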

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

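The tests of the patterns below were chosen after the results were seen, except the correlation of antigen presentation genes with immune cell markers. In 110 groups of 5 sows that were examined, 17 had a sow far from the others. Chance gives about 1 in 20 where groups are not picked, but some of these genes were named for a 2-fold difference, which favours genes with 1 extreme sow.

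The feature with the largest difference was high in all 5 inseminated sows and in 2 non-inseminated ones. That argues against insemination as the only source of a high level. A blemish of the array surface stays open, as the 8 features at 1, 2, 85 and 170 numbers away differed by at most 0.66 but feature numbers showed almost no relation to position in the values. A difference among the sows that was there before insemination, such as a variant of the probed sequence, cannot be told apart from an effect of insemination with 5 sows a group (Fisher's exact test of high and low sows, p = 0.167, exact permutation test of the levels, p = 0.0238).

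In 6 genes of Tables 2 and 3 the 2-fold difference lay in 1 of several features. On the arrays, the other 9 features argue against a change of the whole transcript as large as in that feature (median 1.51). The choice of these genes held them under a 2-fold difference but not near 0. Their median was 0.1 in the same direction, with an SD of 0.19. A smaller change stays open, as for SLC5A5, whose other feature differed by -0.47. For ALOX12 and ITIH4 a large change stays open too, since the paper's RT-PCR on the same RNA gave larger folds than the carrying features. For RAB1B that RT-PCR gave a smaller fold than the carrying feature. Values at the lower end of the array may contribute, since 66.7% of the carrying features had a sow under the 1st percentile, against 1 of the 9 other features of these genes. Single sows stay open, since 16.7% of the carrying features, that of ALOX12, kept under 0.5 of the difference without 1 sow, and the others 51.4% to 68.7%, with an unadjusted p under 0.05 for RAB1B, ITIH4 and SLC5A5 and not for CYP51 and PTH1R. Transcript variants were not tested.

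Genes of antigen presentation were higher in inseminated sows in camera at its preset correlation, with an adjusted p of 0.563 with an estimated correlation and a p of 0.0952 for the list's mean over sows (exact permutation test). Unequal reading of SLA alleles by the probes as the whole source is argued against by the 9 members outside the SLA genes, with a mean of 0.37 (exact permutation test, p = 0.0476), 1 of which, CD1D, the study had picked from these arrays. These members were not tested without sow AI792, which lay highest for the whole list, so that the argument is limited. Unequal reading as a part of the source stays open, since features of SLA-3 ranked the sows differently. In 1 of them sows AI943 and AI696 were the lowest of their groups, at 11.91 and 10.82. In another they lay at 15.42 and 14.22, where the lowest sows of these groups lay at 13.55 and 12.75. A single sow as the source stays open, since the mean was 0.23 without sow AI792. A larger share of immune cells in the sampled wall is a candidate explanation, since the list's mean followed the mean of 23 markers of T cells, NK cells, macrophages and dendritic cells over the sows (Pearson r = 0.88, permutation p = 0.0032, Spearman rho = 0.66, permutation p = 0.0442, 1 relation computed). Without the 2 sows farthest from the median of the markers r was 0.48, so the relation rests in part on them, among the 7 sows of day 1 it was 0.96, and whether insemination raised the immune cells stays open, as their markers' mean differed by 0.12 (exact permutation test, p = 0.222).

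Other sows far from the rest of their group were as follows, on the log2 scale. Inseminated sow AI792 lay at 11.98 for IGHG1, sow AI837 at 10.99 for PVALB and sow AI1059 at 15.01 for GTF3C4. Non-inseminated sow AI991 lay at 3.95 for DLX5, sow AI992 at 14.29 for HOXA13 and sow AI696 at 13.54 for POU3F4. Non-inseminated sow AI1061 lay at 13.06 for EFNB2, 12.32 for PRTG, 12.71 for SECISBP2L and 12.52 for PRM2. As deviations of list means, sow AI792 lay at 0.35 and sow AI1061 at 0.23 for cytokines and chemokines, sow AI1061 at 0.26 for the MHC list, sow AI837 at 0.15 for sperm transcripts, sow AI992 at 1.18 for homeobox regulators and sow AI696 at 0.57 for immediate early and stress genes. The array of sow AI1061 had a mean correlation of 0.94 with the other arrays, against 0.967 to 0.974 for the other non-inseminated sows.

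Blood progesterone, which the paper gives for each sow but does not relate to the arrays, went with 1 unnamed feature at a rate of 5% in limma, with a change of -0.67 for each doubling (adjusted p = 0.0168). This count was reached by 6 of 100 orders of progesterone, the real one included, with a highest other count of 6355, so chance cannot be excluded. At an unadjusted p under 0.05 in limma there were 3823 features for progesterone. Of 100 orders, the real one included, 17 gave as many, so chance cannot be excluded there either.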

How the results depend on the processing

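The mean of folds over features with a 2-fold difference was added after the values were seen. Of 1003 values of 46 single genes, features and lists under the alternatives, 925 kept their direction and their side of the threshold and 27 reversed. Counts past a 2-fold difference and a rate of 1% were 0 under each alternative but the rank product, which gave 23, and 62 past 5%. No paired analysis was possible because the sow numbers of the groups do not pair them.

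Features with a 2-fold difference and an unadjusted p under 0.05 numbered 30 without features of low mean level, 21 by the two-sample t-test, 83 in the sows of day 1 and 1459 in those of day 2. The sows of day 2, 1 against 2, whose lone inseminated sow is assumed to vary like the others, also gave 24 features and 2 genes past 5%, 8 listed genes past an unadjusted p of 0.05, SLC5A5 at 0.04, DLX5 at 1.83 with 1 sow under the 1st percentile of all values, PRM2 at 0.15, GAPDH at 0.01 and the leading feature of ALOX12 at -0.11. The sows of day 1 gave TNF at -0.15, SPP1 at -0.39 with its leading feature at -0.06, ACTB at 0.17 and 0 features for progesterone, as did a trended and robust variance (0). Lists past camera numbered 2 with surgery day as a block, 7 with array weights, 2 with the highest-mean feature, 0 with an estimated correlation and 0 with fry. With the highest-mean feature PTH1R was 0.03, ACTB 0.02 and GAPDH 0.04. ACTB was 0.04 with surgery day as a block and 0.02 with progesterone as a covariate. The cause was not tested for any of these, apart from the fewer sows of each day and the fewer features tested.

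Leaving out each sow gave 37 to 77 features with a 2-fold difference and an unadjusted p under 0.05 (77 without sow AI1061), 0 to 1 features and 0 to 1 genes past 5% (1 without sow AI696), 2 to 6 listed genes past an unadjusted p of 0.05 (2 without sow AI992), 2 to 7 lists (2 without sow AI792, AI991 or AI992, 7 without sow AI1061), 0 to 10 features for surgery day (10 without sow AI1059, 1 without sow AI991) and 0 to 6 for progesterone (6 without sow AI837, 2 without sow AI792, 0 without each other sow but AI1061). IGHG1 ran from -0.2 (without sow AI792) to 1.08, POU3F4 from -1.71 to 0.04 (without sow AI696), PRM2 from -1.46 to 0.02 (without sow AI1061), ACTB from -0.09 to 0.09 and GAPDH from -0.08 to 0.04.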

Differences from the paper's values

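The paper's count of differentially expressed genes is 126. At its cut-offs of a 2-fold difference and a rate of 1%, 0 features passed in limma and 23 in the rank product, and the methods name both packages without saying which gave the rate. None of the alternatives set before the data were examined reached the paper's count, those other than the rank product giving 0. The paper's count of identified genes is 26, with 17 up-regulated and 9 down-regulated, where 0 genes passed in limma. The rank product gave 6 named genes, 4 higher and 2 lower, and under the other alternatives 0 genes passed a rate of 5%, except among the sows of day 2 and without sow AI696, where the stated cut-offs were not counted for genes. At a 2-fold difference without a test, 158 features and 15 genes were found.

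Of 17 fold changes compared, 5 differed, the fold here being that of the mean over all features of a gene. Folds are said to differ when 1 is over 1.5 times the other and their log2 values lie further apart than the SD among the sows computed here, or their signs differ. For RAB1B, PTH1R, CYP51 and ITIH4 the fold here rests in part on values under the 1st percentile of the arrays, so that its size is uncertain. For RAB1B the paper's value is 7.18 and the value here 2.75. With surgery day as a block (3.46), without sow AI792 (3.46) and with ratios of linear means (5.13) it did not differ by this rule, and under the other alternatives it ran from 1.06 to 16.0. For ITIH4 the paper's value is 2.07 and the value here 1.22, or 2.07 with the highest-mean feature and 1.07 to 1.3 under the others. For TSHZ2 the paper's value is 1.94 and the value here 1.25, from a feature traced by symbol, since the identifier in the paper's table was not found, so that the values are not known to come from the same probe. It did not differ in the sows of day 1 (1.36) and without sow AI837 (1.33), AI991 (1.32) or AI696 (1.3), and differed under the others (1.08 to 1.27). For CYP51 the paper's value is -3.16 and the value here -1.45, with none of the alternatives set before the data were examined reaching it (-2.0 to -1.07). For PTH1R the paper's value is -3.13 and the value here -1.75. It did not differ in the sows of day 2 (-2.33), with array weights (-1.88), without sow AI1061 (-2.01), AI991 (-1.95) or AI696 (-2.13) and with ratios of linear means (-2.25), and differed under the others (-1.78 to 1.02). The mean of the folds over features with a 2-fold difference, chosen after seeing the values, is for these genes the fold of 1 feature. That fold was 7.18 for RAB1B, 2.07 for ITIH4, -3.16 for CYP51 and -3.13 for PTH1R, which equal the paper's values. In ALOX12, B4GALT4, CD1D, TNF and SLC5A5, too, 1 of the gene's features had the paper's fold. The paper's methods average the folds of the probe sets identified. Of the 17 genes, a mean over 2-fold features drops the 6 without such a feature.

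The paper's array p-values in Table 4 are 0.0001 for RAB1B, 0.0486 for ALOX12, 0.0038 for GSTA1, 0.0188 for C3, 0.0297 for ITIH4, 0.0444 for SPP1 and 0.0001 for TMOD3. The unadjusted p from limma was 0.0409, 0.164, 0.293, 0.0348, 0.167, 0.377 and 0.00031 for these genes. Each is for the mean over all features of a gene. For the 1 feature with the paper's fold, the unadjusted p from limma was 0.0433 for RAB1B, 0.169 for ALOX12 and 0.018 for ITIH4. The smallest percentage of false prediction from the rank product over a gene's features, as a proportion and as planned, was 0 for RAB1B, 0.0462 for ALOX12, 0.0146 for C3, 0.0272 for ITIH4 and 0.0441 for SPP1, which lie within 1.5 times the paper's values or, for RAB1B, not above the paper's 0.0001, and 0.00246 for GSTA1 and 0.002 for TMOD3, which do not.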

Other observations

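The correlations and list tests with progesterone and the comparison of sow AI1061 with the other sows were chosen after the data had been seen, and the counts over splits of the sows were set up after their results. Genes of the cell cycle and of the respiratory chain were mostly lower in mean in inseminated sows, without passing a test. Of 10 cell cycle genes 7 were lower, with the replication factor MCM3 at 0.28, the topoisomerase TOP2A at -0.25, the kinase CDK1 at -0.4 and the cyclin CCNB1 at -0.25 (adjusted p = 0.164 from camera and 0.563 with an estimated correlation). Of 10 genes of the mitochondrial respiratory chain 9 were lower, with ATP5B at -0.25, ATP5A1 at -0.17, NDUFB8 at -0.1 and ATP5F1 at -0.13 (adjusted p = 0.15 from camera and 0.563 with an estimated correlation). No member of either list passed over all genes or adjusted over the list alone.

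Sows with more blood progesterone had less SPP1 and TNF and more smooth muscle transcripts, the relations with the smallest p of 43, none of which passed adjustment. Over the 10 sows SPP1 had a Pearson r of -0.87 with log2 progesterone (permutation p = 0.00169, adjusted p = 0.0727) and a Spearman rho of -0.86 (permutation p = 0.00237, adjusted p = 0.102). Without sows AI992 and AI1059, the farthest from the median progesterone, r was -0.83, and among the 7 sows of day 1 it was -0.8 (exact permutation p = 0.0417). The smooth muscle markers had an r of 0.79 (permutation p = 0.00832, adjusted p = 0.124) and a rho of 0.72 (permutation p = 0.0243, adjusted p = 0.261), with 0.64 without those 2 sows and 0.88 in the sows of day 1. TNF had an r of -0.75 (permutation p = 0.00866, adjusted p = 0.124), with -0.69 without those 2 sows and -0.48 in the sows of day 1 (exact permutation p = 0.262). An unadjusted p under 0.05 was also reached in Pearson's r by the lists of oocyte markers (r = -0.73), antioxidant enzymes (r = -0.73), actin turnover (r = 0.69) and homeobox regulators (r = -0.64), with -0.51, -0.53, 0.69 and -0.29 without those 2 sows and -0.79, -0.83, 0.55 and -0.79 in the sows of day 1. In Spearman's rho the unadjusted p of these lists was 0.0488, 0.0635, 0.014 and 0.0585. The fibroblast and stroma markers had an r of 0.62 (permutation p = 0.058, adjusted p = 0.312), with 0.33 without those 2 sows and 0.81 in the sows of day 1, and the secretory epithelial markers one of -0.4 (permutation p = 0.27, adjusted p = 0.645), with -0.34 and -0.62. In camera the smooth muscle (adjusted p = 3.28e-11), stroma (0.00143), actin turnover (0.019) and interferon-stimulated lists (0.0199) were higher with more progesterone. With an estimated correlation these adjusted p-values were 0.656, 0.656, 0.656 and 0.662. The interferon-stimulated list had an r of 0.48 (permutation p = 0.161, adjusted p = 0.462). Its r was 0.3 without those 2 sows and -0.17 in the sows of day 1, the other direction. The secretory list was lower in mean (adjusted p = 0.0801 from camera, or 0.662 with an estimated correlation).

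The array of non-inseminated sow AI1061 stood apart. Its Pearson r with other arrays was 0.927 to 0.945, against 0.966 to 0.986 among the others, and 3863 features lay more than 1 from the median of the other sows. Its list means were at -0.68 for secretory epithelial markers, -0.39 for torsins and transport genes, -0.45 for cholesterol genes and 0.75 for fibroblast and stroma markers, each outside the range of the other sows, as were 11 of the 26 lists in all. Without this sow 7 lists passed in camera and 77 features had a 2-fold difference with an unadjusted p under 0.05.

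For several counts other splits of the 10 sows into groups of 5 gave as many as the comparison by insemination, out of 100 splits with the real one included. For the 47 features with a 2-fold difference and an unadjusted p under 0.05, 46 splits gave as many (highest other 399). For the 4 lists past camera 33 splits did (highest other 11), and for the p of the MHC list, with a minus log10 of 9.51, 5 splits did (highest other 12.68). For the rank product, 44 splits gave as many as 23 features past 1% (highest other 412) and 60 as many as 62 past 5% (highest other 970). Chance cannot be excluded for any of these. The counts of 0 decide nothing on chance, since all 100 splits must reach them: features past a 2-fold difference and a rate of 1% (highest other 1), features past 5% (highest other 127), genes past 5% (highest other 61) and features for surgery day (highest other 229). The splits with several times the real count point to some structure of the samples, whose source was not tested. For the 4 listed genes with an unadjusted p under 0.05, 4 splits gave as many (highest other 6), but the study chose these genes on the real split, so this count decides nothing.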
